# CD11c^+^ myeloid cell exosomes reduce intestinal inflammation during colitis

**DOI:** 10.1172/jci.insight.159469

**Published:** 2022-10-10

**Authors:** Kaylyn M. Bauer, Morgan C. Nelson, William W. Tang, Tyson R. Chiaro, D. Garrett Brown, Arevik Ghazaryan, Soh-Hyun Lee, Allison M. Weis, Jennifer H. Hill, Kendra A. Klag, Van B. Tran, Jacob W. Thompson, Andrew G. Ramstead, Josh K. Monts, James E. Marvin, Margaret Alexander, Warren P. Voth, W. Zac Stephens, Diane M. Ward, Aaron C. Petrey, June L. Round, Ryan M. O’Connell

**Keywords:** Cell Biology, Immunology, Inflammatory bowel disease, Noncoding RNAs

## Abstract

Intercellular communication is critical for homeostasis in mammalian systems, including the gastrointestinal (GI) tract. Exosomes are nanoscale lipid extracellular vesicles that mediate communication between many cell types. Notably, the roles of immune cell exosomes in regulating GI homeostasis and inflammation are largely uncharacterized. By generating mouse strains deficient in cell-specific exosome production, we demonstrate deletion of the small GTPase *Rab27A* in CD11c^+^ cells exacerbated murine colitis, which was reversible through administration of DC-derived exosomes. Profiling RNAs within colon exosomes revealed a distinct subset of miRNAs carried by colon- and DC-derived exosomes. Among antiinflammatory exosomal miRNAs, miR-146a was transferred from gut immune cells to myeloid and T cells through a Rab27-dependent mechanism, targeting *Traf6*, *IRAK-1*, and *NLRP3* in macrophages. Further, we have identified a potentially novel mode of exosome-mediated DC and macrophage crosstalk that is capable of skewing gut macrophages toward an antiinflammatory phenotype. Assessing clinical samples, *RAB27A*, select miRNAs, and RNA-binding proteins that load exosomal miRNAs were dysregulated in ulcerative colitis patient samples, consistent with our preclinical mouse model findings. Together, our work reveals an exosome-mediated regulatory mechanism underlying gut inflammation and paves the way for potential use of miRNA-containing exosomes as a novel therapeutic for inflammatory bowel disease.

## Introduction

The gastrointestinal (GI) tract harbors a complex immune system that is in constant communication with many cell types and organ systems and that underlies many facets of human health. Maintenance of the GI tract is specifically dependent on proper signaling between the GI immune system and intestinal epithelial cells (IECs). Communication between these cell types is necessary for immune tolerance to commensal microbes, intestinal barrier maintenance, and appropriate responses to pathogenic organisms (1, 2). While our understanding of the immunological mechanisms dictating intestinal homeostasis and the progression of inflammatory diseases in the gut has been under intense investigation in recent decades, many questions regarding the roles of host intercellular signaling remain.

Host extracellular vesicles (EVs) are an important mode of intercellular communication with immunoregulatory properties, yet their functions within the GI tract during health and disease remain largely unclear. IECs, mesenchymal stem cells, and hematopoietic cells all secrete EVs, and populations of these heterogeneous vesicles are readily found in bodily fluids (3, 4). Importantly, distinct EV populations with more immunomodulatory potential were detected in the luminal aspirates of both healthy pediatric and adult controls compared to inflammatory bowel disease (IBD) patients, highlighting their potential importance to disease (5, 6). Although immune populations and their functions change along the length of the human and mouse GI tracts, it is unknown whether EVs from distinct regions or from distinct immune cells or other sources possess different roles in response to intestinal barrier challenges (7, 8). It has also been known that specialized IEC-derived vesicles, termed “tolerosomes,” display MHCII with bound antigen and can travel to lymph nodes and induce tolerance to an orally fed antigen (9–11). Further, exosomes released from apical versus basolateral surfaces of murine IECs differ in their protein composition, suggesting a specialized function for EVs based on the cell of origin or release mechanism (3). However, the identity, contents, and functions of EVs produced by distinct immune cell types within the GI tract remain undefined.

Exosomes, a subset of EVs, are 50 to 200 nm lipid vesicles derived from the multi-vesicular body (MVB) pathway and contain myriad bioactive molecules, including miRNAs (12). miRNAs are small noncoding RNAs that regulate target messenger RNAs by binding their 3′ UTRs to repress translation or reduce stability (13, 14). miRNAs are known to be critical for proper intestinal homeostasis (15, 16). Vesicular trafficking allows for protected intercellular miRNA transfer to regulate target genes in recipient cells, ranging from neighboring cells to those in distal organs (17, 18). The highly stable nature of these vesicular miRNAs makes them appealing as a cell-free therapeutic (19); however, the in vivo functional roles of vesicular miRNAs within the GI tract remains largely uncharacterized.

A particular subset of exosomes is released through a mechanism involving RAB27A and RAB27B, 2 widely expressed small GTPases in the secretory pathway (20–23). RAB27A and RAB27B are functionally redundant in some cell types but are also distinct in other contexts (24–26). With regard to exosome secretion, it is thought that RAB27A is responsible for docking the exosome-containing MVB at the plasma membrane, while RAB27B aids in transferring the MVB from microtubules (23). The dual loss of murine RAB27A and RAB27B results in a chronic inflammatory state and decreased responsiveness to LPS challenge (27), along with defective Treg function (28). Loss of human RAB27A function results in Griscelli syndrome (GS) type 2, wherein patients have a defective immune system and increased risk of viral infection, often requiring BM transplantation in childhood (29). Altered immune cell expression of RAB27A and RAB27B was reported for a cohort of ulcerative colitis (UC) colon biopsy samples, although their functions in this setting was unclear (30). Although it is established that RAB27A/B contribute to exosome release and immune modulation, the individual roles of these GTPases in distinct exosome-producing cell types in vivo as well as their specific functions in the GI tract have been generally unexplored.

Here, we report that whole-body Rab27a and Rab27b double-KO (Rab27DKO) mice have reduced exosome release from colonic tissue. However, we also found that the cellular expression patterns of these 2 genes were largely nonoverlapping. Consequently, we created conditional KO mice for either RAB27A or RAB27B in hematopoietic cells and IECs to examine their specific contributions to GI immune regulation. Using 2 distinct preclinical models of UC, we found increased disease severity in mice lacking RAB27A specifically in hematopoietic or CD11c^+^ myeloid cells. We then found that DC-derived EVs rescued exacerbated colitis in hematopoietic Rab27a-deficient mice. Small RNAs in colon explant– and DC-derived exosomes were profiled to identify exosomal miRNAs potentially responsible for reducing colitis in our mouse model. We found that *miR-146a*, along with a subset of other antiinflammatory miRNAs, were enriched in DC and colonic exosomes and that exosome-mediated *miR-146a* transfer between immune cells within the gut was largely RAB27A dependent. Further, we identified an exosome-dependent mechanism of GI macrophage skewing mediated through uptake of DC-derived exosomal *miR-146a*, a known antiinflammatory miRNA that targets TNF receptor associated factor 6 (TRAF6), interleukin 1 receptor associated kinase 1 (IRAK-1), and NLR family pyrin domain containing 3 (NLRP3), key proinflammatory regulators. Finally, we extended our studies to clinical samples, where we observed dysregulated expression of RAB27A, RNA-binding proteins that can load miRNAs in exosomes, and miRNAs in colon tissues from patients with UC but not Crohn’s disease (CD).

## Results

### RAB27DKO mice display reduced colonic exosome secretion.

Little is known regarding how exosomes influence intestinal health; therefore, we profiled immune parameters within steady-state colons of Rab27DKO and WT animals. To verify decreased exosome release within the gut, as seen in other cellular compartments of these animals, vesicles were isolated from colonic explants of WT and Rab27DKO mice by differential centrifugation, and their size profiles and concentration were determined using nanoparticle tracking analysis (NTA) (Figure 1A). After quantifying particles in the defined exosome range (50–200 nm) (Figure 1B), and examining known exosome tetraspanin markers (CD63 and CD9) by Western blotting (Figure 1C), we found decreased exosome secretion from the colon of Rab27DKO mice versus controls.

Next, we measured the expression of both GTPases in murine small intestine (SI), colon, and spleen tissues by quantitative PCR (qPCR) to define their expression profiles. Both *Rab27a* and *Rab27b* were highly expressed in the SI and colon, whereas only *Rab27a* was clearly detected in the spleen (Figure 1, D and E), consistent with previous reports of RAB27A and RAB27B protein expression (20). Further, we found that *Rab27a* was expressed in CD4^+^, CD8^+^, B220^+^, and CD11b^+^ populations sorted from the spleen, while *Rab27b* was not detected (Figure 1F, unpublished observations). Mining available murine SI single-cell RNA-sequencing (scRNA-Seq) data sets, we found that *Rab27a* has a diverse expression profile in the hematopoietic compartment of the SI, with detectable expression across many distinct cellular lineages (Figure 1G) (31). *Rab27b* has a more restricted expression profile, with the highest expression limited to the epithelial cluster (Figure 1G). Since both GTPases are expressed in epithelial cells and highly expressed in whole SI and colon tissues, we assessed scRNA-Seq of the murine SI epithelial cell compartment (32). Again, there was a distinct epithelial cell profile, with both *Rab27a* and *Rab27b* being most highly expressed in the tuft, goblet, and enteroendocrine cell clusters versus the other clusters (Figure 1H). This distinct expression of *Rab27a* and *Rab27b* across the intestinal landscape led us to create cell type–specific conditional KO mice to further investigate the individual roles of these 2 GTPases in gut exosome secretion and in regulating intestinal homeostasis and inflammatory responses.

### Rab27a in the hematopoietic compartment modulates inflammatory responses in the GI tract.

Utilizing CRISPR-based approaches, we generated floxed mouse strains targeting *Rab27a* and *Rab27b*. For *Rab27a*, we targeted exon 4 (transcript variant 1), the location of some of the natural point mutations in GS type 2, and confirmed by Southern blot that founder floxed-only mice had correct insertions of *loxP* sites (29, 33) (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.159469DS1). For *Rab27b*, we targeted exons 3 to 4 (transcript variant 2), predicted to result in a nonfunctional protein after deletion, and again confirmed *loxP* insertions by Southern blot (Supplemental Figure 1, C and D). We generated broad hematopoietic cell KO animals for either *Rab27a* or *Rab27b* by crossing these floxed mice with Vav-iCre mice. Next, we challenged both strains with dextran sulfate sodium (DSS) to induce acute colitis. Results indicate that Vav-iCre Rab27a^fl/fl^ animals (Vav-Rab27a cKO) were more susceptible to DSS-induced weight loss and colon shortening, indicating worsened disease than floxed littermate controls. This suggests a role for hematopoietic cell–derived exosomes in maintaining inflammation (Figure 2, A and B). The use of littermate controls aided us in controlling for microbiota differences between the groups for this experiment and subsequent experiments by exposing all pups to the same initial microbiota. In contrast to the Vav-Rab27a cKO, Vav-iCre Rab27b^fl/fl^ (Vav-Rab27b cKO) mice did not show a change in weight or colon length compared to littermate controls during colitis experiments (Figure 2, C and D).

Due to the detection of *Rab27a* and *Rab27b* in IECs by scRNA-Seq and qPCR, we investigated the contribution of epithelial cell–derived *Rab27a* and *Rab27b* to the maintenance of the intestinal barrier and response to inflammatory challenge. Floxed animals were crossed with Villin1-Cre mice and subjected to DSS-induced colitis. We found that knocking out either *Rab27a* or *Rab27b* in the IECs did not affect DSS-induced colitis weight loss (Figure 2, E–H). Villin-Cre Rab27a^fl/fl^ animals had modestly longer colons after challenge, potentially indicating some resistance to colitis challenge (Figure 2F). Villin-Cre Rab27b^fl/fl^ animals displayed no change in colon length, indicating that *Rab27b* within the IEC compartment is not modulating this particular response (Figure 2H). Collectively, these results indicate a critical role for hematopoietic derived *Rab27a* in limiting disease during DSS-induced colitis.

Next, we further characterized the colons of Vav-Rab27A cKO mice after DSS colitis. By H&E staining, we observed a higher incidence of crypt loss, worsened crypt destruction, and increased inflammation versus WT controls. This resulted in an elevated total histology score, indicating increased disease severity (Figure 2, I–L). Representative images of this pathology are shown (Figure 2M). Additionally, we measured serum lipocalin-2 (LCN2) levels, which correspond with disease state, and found higher LCN2 in Vav-Rab27A cKO animals versus WT controls (Figure 2N). To determine the relevant immune cell type(s) responsible for exacerbating colitis within Vav-Rab27a cKO animals, we examined the immune cells present during colitis in Vav-Rab27A cKO mice compared with floxed controls. There was an increased proportion of CD38^+^ “M1-like” macrophages and elevated Th17 cells in the colonic lamina propria (cLP) of Vav-Rab27A cKO mice after DSS colitis (Figure 2, O and P). Proper *Rab27a* deletion in Vav-Rab27a cKOs was validated by qPCR, by Western blot, and by a subsequent decrease in hematopoietic exosome secretion measured by NTA (Supplemental Figure 2, A–C).

Because a colitis phenotype associated with Villin-Cre Rab27a/b deletion was not observed, we wanted to confirm that all other Rab27 cKOs were functioning as expected. Using Western blots and qPCR, we confirmed deletion of RAB27A or RAB27B with Villin1-Cre (Supplemental Figure 2, D–G). Additionally, *Rab27b* was not upregulated upon loss of *Rab27a* in immune cells, suggesting no functional compensation between the conditions analyzed (unpublished observations). Further, other Rab GTPases (*Rab2b*, *Rab5a*, and *Rab9a*) were not upregulated despite being potentially involved in exosome secretion in HeLa cells (23). This highlights Rab27a’s importance to this process of suppressing inflammation in the gut during colitis. We also did not observe any obvious changes to baseline phenotypes in the guts of any of these mice as indicated by no changes to the colon lengths of these Rab27 cKOs versus floxed controls (Supplemental Figure 2H) as well as no significant alterations to pertinent immune cell populations in the thymus, mesenteric lymph node (mLN), spleen, or cLP at baseline (unpublished observations). Importantly, there were also no changes to macrophage populations, as defined by CD38 and early growth response 2 (Egr2) markers, at steady-state between floxed and cKO animals (Supplemental Figure 2I).

Having observed a critical role for hematopoietic RAB27A during DSS-induced colitis, we wanted to confirm that this phenomenon occurred in a second model of colitis. To do this, we utilized the anti–IL-10 receptor (αIL-10R) blocking mAb model of IBD (34). This model is akin to the IL-10^–/–^ model of spontaneous colitis but occurs more frequently and at a quicker pace than the KO animal model (35). Four weekly i.p. injections of αIL-10R mAbs were administered (Figure 2Q). We found that Vav-Rab27A cKO mice had increased weight loss and shorter colon lengths compared with floxed controls that also received the mAb (Figure 2, Q and R). No differences between the 2 groups were observed upon vehicle administration alone (Supplemental Figure 2J). Additionally, histological analysis indicated that Vav-Rab27A cKO had a greater occurrence of epithelial hyperplasia, goblet cell loss, and inflammatory aggregates as reflected in the total histology score, which is common for this model of colitis (Figure 2, S and T) (36, 37). Representative images of the mAb colons and quantification of the inflammatory aggregates are shown (Supplemental Figure 2K). Finally, we observed a similar shift in macrophage populations in Vav-Rab27A cKO mouse colons similar to DSS colitis, with more “M1-like” macrophages compared with “M2-like” macrophages (Figure 2U). Cumulatively, these results indicate that hematopoietic RAB27A function is crucial for regulating the inflammatory response during IBD.

### Rab27a functions in myeloid cells to release exosomes that suppress DSS-induced colitis.

Previous in vitro literature indicates an immune-regulatory role for DC- and T cell–derived EVs, and our observed alterations of the myeloid and T cell compartments in Vav-Rab27a cKO mice during intestinal inflammation prompted us to generate more specific cKO animals to identify relevant immune cell types involved in worsened colitis in the absence of hematopoietic Rab27a. Rab27a^fl/fl^ mice were crossed with CD11c-Cre and CD4-Cre mouse strains to examine the relative contributions of Rab27a within the innate and adaptive arms of immunity. Decreased *Rab27a*/RAB27A expression were confirmed via qPCR and Western blot in both cKO animals (Supplemental Figure 3, A and B). While CD4-Cre Rab27a^fl/fl^ mice displayed no difference compared to controls during DSS colitis or at baseline (Supplemental Figure 3C), CD11c-Cre Rab27a^fl/fl^ animals (CD11c-Rab27A cKO) exhibited greater weight loss and colonic shortening following DSS treatment, indicating that myeloid cells, including DCs and some macrophages, within the hematopoietic compartment utilize RAB27A to restrict DSS colitis phenotypes (Figure 3, A–D).

Profiling of CD11c-Rab27a cKO animals demonstrated altered macrophage populations that included increases of CD11c^–^ “M1-like” proinflammatory CD38^+^ macrophages and decreased CD11c^–^Egr2^+^ “M2-like” antiinflammatory macrophages, compared with floxed littermate controls in the mLNs and cLP (Figure 3, E–G). Elevated serum LCN2 levels and increased epithelial damage, as shown in representative images, were observed in CD11c-Rab27a cKO mice versus controls, consistent with worsened disease (Figure 3, H–J). No significant alterations to the macrophage populations within the homeostatic colons of CD11c-Rab27a cKO were observed, nor were any alterations to colon length, spleen weight, or fecal LCN2 levels (Supplemental Figure 3, D–F). We also assessed the response of these CD11c-Rab27a cKO and floxed mice to the αIL-10R mAb model of IBD and saw a phenocopy of the histological changes seen in Vav-Rab27A cKO mice challenged with this same model (Figure 3, K and L), including increased epithelial crypt depth and total number of inflammatory aggregates in Vav-Rab27A cKO mice (Figure 3M). These data suggest a critical role for Rab27a-dependent, DC-derived exosomes within the intestinal microenvironment during experimental IBD, leading us to examine the molecular cargo carried and delivered by these EVs that could be responsible for this antiinflammatory function of RAB27A within the GI tract.

### DC-derived exosomes containing miRNAs are released in the intestinal microenvironment.

Exosomes are composed of many bioactive molecules, including miRNAs, which are one of the most abundant EV noncoding RNA species (38, 39). Because miRNAs are critical regulators of inflammation and colitis, we examined gut-derived EVs to determine which miRNAs they carry that may have regulatory functions during colitis. Because we saw defects in inflammation control when DCs could not release exosomes, we compared colon EV miRNAs to BM-derived DC (BMDC) EV miRNAs to determine which miRNAs were present in both BMDCs and in a highly heterogenous colon explant EV preparation. To do this, exosomes were purified from BMDCs or colon explants with an iodixanol gradient, followed by miRNA sequencing (Figure 4A). 

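Small RNA libraries from 3 colon EV and 3 BMDC EV preparations of mice were analysed. Colon explants are opened colons kept in culture medium, here for 16 hours, and the EVs were isolated from that medium. BMDCs are dendritic cells grown from bone marrow with GM-CSF, here for 7 days. The paper names the iodixanol gradient, which parts particles by density, for both sources in its Results, and describes it for colonic EVs in its Methods. The sample labels give the gradient, and its fraction 2, to the colon preparations alone. The labels also give a floxed Rab27A genotype to all 6 libraries. According to the Methods, explants were kept in medium with exosome-depleted serum and BMDCs were grown in complete medium, so the medium differed between the sources as well. The libraries were made with a QIAseq miRNA kit. The authors deposited estimated counts per mature miRNA, 1 column per library, without normalization, and the paper refers to an earlier study for the sequencing and its analysis. The paper's text does not name the aligner, the miRNA annotation, the model used to compare the sources or whether molecular identifiers were counted.

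The table lists 1966 mature miRNAs, of which 771 had at least 1 count. The total count was 645303, 232674 and 173358 in colon EV replicates 1, 2 and 3, with a median of 232674. It was 126802, 83997 and 178454 in BMDC EV replicates 1, 2 and 3, with a median of 126802. At these totals, 3 counts corresponded to between 4.65 and 17.3 CPM in colon EVs and between 16.8 and 35.7 CPM in BMDC EVs, where CPM are counts scaled to the library total, as a floor that covers counting error only. The 10 most abundant miRNAs held 61.7% to 62.4% of the counts of each colon EV library and 65.7% to 67.1% of those of each BMDC EV library. Between 161 and 234 miRNAs per library had a value that was not a whole number, and these held 91.9% to 96.9% of the library's counts. Counts were rounded to whole numbers, and the 220 miRNAs with at least 10 counts in at least 3 libraries were tested with edgeR after TMM normalization, which scales the libraries on the assumption that most miRNAs do not differ. The TMM factors were 0.778, 0.863 and 0.917 in colon EV replicates 1, 2 and 3 and 1.22, 1.19 and 1.12 in BMDC EV replicates 1, 2 and 3. Normalized counts are counts divided by the TMM-scaled library size and multiplied by 190599, the geometric mean of the 6 scaled sizes. Pearson's r of log CPM across miRNAs, which are not independent replicates, was between 0.955 and 0.989 for the 6 pairs of libraries of the same source and between 0.490 and 0.571 for the 9 pairs of different sources. As a check for a library entered in duplicate, the counts of the libraries of the same source were set against each other, and the chi-square statistic per degree of freedom was at least 6.28 for every pair. This statistic allows for counting error alone.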

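A miRNA was called enriched when its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was under 0.05, its base level, taken as the mean normalized count of the 6 libraries, was at least 100 and its log2 fold change between BMDC EVs and colon EVs was over 2 in either direction. It was called similar when it passed the adjusted p and base level cutoffs with a smaller change. Similar miRNAs thus also differed between the sources, and the 15 miRNAs that passed the base level without the adjusted p were in no group. With these criteria, 29 miRNAs were enriched in colon EVs, 25 were enriched in BMDC EVs and 31 were similar. The log2 fold change of the miRNAs enriched in colon EVs was between −6.60 and −2.37, with a median of −4.76. For the miRNAs enriched in BMDC EVs it was between 2.00 and 5.61, with a median of 3.68. Among all tested miRNAs, 180 had every library of one source above every library of the other, where chance gives 10%. The miRNAs enriched in colon EVs held 64.1% ± 0.677 (SD, n = 3) of the counts of colon EVs and 6.74% ± 0.637 (SD, n = 3) of those of BMDC EVs. The miRNAs enriched in BMDC EVs held 1.99% ± 0.639 (SD, n = 3) and 42.3% ± 1.23 (SD, n = 3), and the similar miRNAs 28.3% ± 0.849 (SD, n = 3) and 43.3% ± 1.93 (SD, n = 3), respectively.

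Among the miRNAs called enriched, the 5 with the lowest log2 fold change were miR-200b-5p, with −6.60, miR-215-5p, with −6.41, miR-196a-5p, with −5.99, and miR-194-5p and miR-192-5p, each with −5.94. Of these, miR-192-5p was the most abundant, with 17428 ± 6017 normalized counts (SD, n = 3) in colon EVs and 286 ± 78.8 (SD, n = 3) in BMDC EVs. The BMDC EV libraries had 3, 2 and 4 counts of miR-200b-5p in replicates 1, 2 and 3. This is near the floor of 3 counts, so the size of its change is uncertain. The 5 enriched miRNAs with the highest log2 fold change were miR-342-5p, miR-223-5p, miR-9-5p, miR-155-5p and miR-223-3p. miR-9-5p, which 3 hairpin genes encode, had 499 ± 73.7 normalized counts (SD, n = 3) in BMDC EVs and 15.1 ± 2.52 (SD, n = 3) in colon EVs, a log2 fold change of 5.09 (standard error 0.294, adjusted p = 2.49e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

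**Figure D1:**
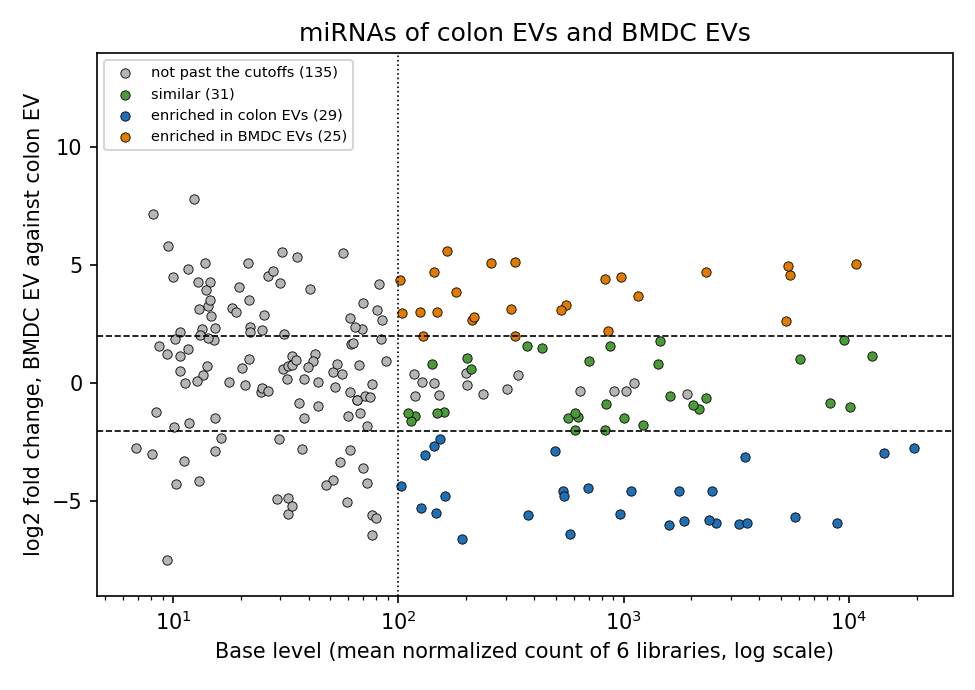
Log2 fold change between BMDC EVs and colon EVs against the base level, the mean normalized count of the 6 libraries on a log axis. Each point is 1 of the 220 tested miRNAs, the dotted line marks the base level of 100 and the dashed lines mark log2 fold changes of −2 and 2. Right of the dotted line, 29 miRNAs lie below the lower dashed line and 25 above the upper one, and 84 miRNAs left of it had an adjusted p under 0.05.

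At least 10 counts were present in all 3 colon EV libraries for 175 miRNAs, in all 3 BMDC EV libraries for 166 and in all 6 libraries for 130. Of the 130 miRNAs found in both sources, 23 were enriched in BMDC EVs, 21 were enriched in colon EVs and 38 had an adjusted p of 0.05 or more. With at least 10 counts in all libraries of one source and at most 3 in each library of the other, 10 miRNAs were found in colon EVs alone and 11 in BMDC EVs alone. With the replicate number as a block, 29 miRNAs were enriched in colon EVs, 25 in BMDC EVs and 29 were similar. Libraries that share a replicate number did not deviate together from the mean of their source, with a mean correlation of −0.113 over 3 pairs. The mean over the 6 pairs with different numbers was 0.0567. It is no separate baseline, because deviations from the mean cancel within each source and tie it to the first value. With each library left out in turn, 22 of 29 miRNAs stayed enriched in colon EVs in all 6 fits, 20 of 25 in BMDC EVs, and 10 of 31 stayed similar. The choice that moved the counts of enriched miRNAs most was a base level of 100 in each source in place of the mean of all libraries, which left 10 miRNAs enriched in colon EVs and 10 in BMDC EVs. The paper compared the sources to find which miRNAs BMDC EVs share with the mixed EVs of the colon, because inflammation was poorly controlled when DCs could not release exosomes, and it parts the miRNAs into those enriched in either source and those equivalent in both.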

Thirty-two miRNAs were enriched in colon EVs compared with BMDC EVs, 20 were enriched in BMDC EVs compared with colon EVs, and 43 were roughly equivalent in exosomes from the 2 sources (Figure 4, B and C; NCBI Gene Expression Omnibus [GEO] accession: GSE190854). 

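In the sequencing of colon EVs, miR-146a-5p had 361, 148 and 188 counts in replicates 1, 2 and 3. Its hairpin lies on chromosome 11 of GRCm38 from 43374397 to 43374461 on the minus strand, between annotated genes of that strand. After normalization, miR-146a-5p had 168 ± 50.3 counts (SD, n = 3) in colon EVs and 2144 ± 365 (SD, n = 3) in BMDC EVs, a log2 fold change of 3.68 (standard error 0.262, adjusted p = 4.15e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). miR-155-5p had 850, 737 and 703 counts in colon EV replicates 1, 2 and 3. Its hairpin lies on chromosome 16 from 84714140 to 84714204 on the plus strand, in an exon of the noncoding gene Mir155hg. Its normalized count was 624 ± 270 (SD, n = 3) in colon EVs, where it was number 47 in abundance among tested miRNAs, and 20796 ± 523 (SD, n = 3) in BMDC EVs, where it was number 1, a log2 fold change of 5.07 (standard error 0.340, adjusted p = 1.78e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each BMDC EV library had more of miR-146a-5p and of miR-155-5p than each colon EV library, and their log2 fold changes stayed between 3.20 and 4.18 and between 4.46 and 5.51, respectively, under the alternative settings tried.

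From the hairpin on chromosome 13 from 48536012 to 48536114 on the minus strand, in an exon of the noncoding gene 6720427I07Rik, let-7d-5p had 2980, 1305 and 896 counts in colon EV replicates 1, 2 and 3. It had 1151 ± 83.5 normalized counts (SD, n = 3) in colon EVs and 908 ± 98.8 (SD, n = 3) in BMDC EVs. This difference, a log2 fold change of −0.34 (standard error 0.204), did not pass the test (adjusted p = 0.130 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it changed direction to 0.12 when libraries were scaled by their totals alone. With DESeq2 it was −0.67 and passed the adjusted p cutoff. Among the alternatives tried, 5 passed in the same direction and 4 reversed the difference. The values of let-7d-5p and of let-7d-3p, the other arm of the hairpin, were not whole numbers in any of the 6 libraries.

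**Figure D2:**
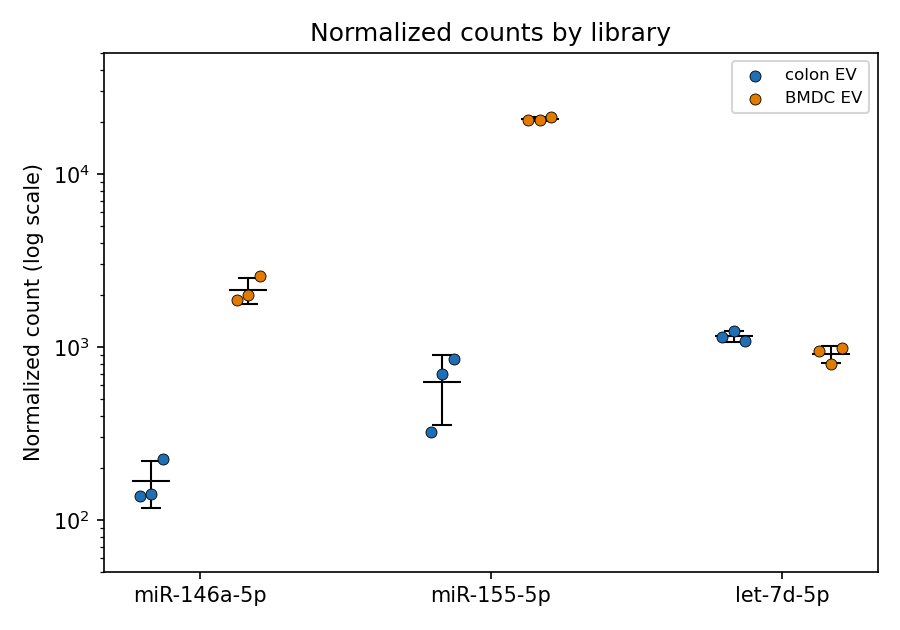
Normalized counts of miR-146a-5p, miR-155-5p and let-7d-5p in the 3 colon EV and 3 BMDC EV libraries, on a log axis. Points are libraries, the horizontal mark is the mean and the bars are the SD; the mean of miR-155-5p is 624 in colon EVs and 20796 in BMDC EVs.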

We verified the presence of 3 miRNAs from our sequencing, *miR-146a*, *miR-155*, and *Let-7d*, within SI and colon explant exosome preparations by qPCR, highlighting their potential importance in the gut (Figure 4, D and E).

Next, we repurposed a murine model to track the cellular source of colonic exosomal miRNAs. We developed several types of mTmG reporter mice by crossing mTmG mice with Villin1-Cre, Vav-iCre, and CD11c-Cre to produce mouse strains with cell-specific plasma membrane GFP-labeled exosomes. With this system, GFP^+^ vesicles originate from Cre^+^ cells that have recombined the lox-mTomato-stop-lox system upstream from N-terminus membrane tagged GFP within the Rosa locus of these mice (40). The default fluorescence of Cre^–^ cell plasma membranes is mTomato, while Cre^+^ cells label their membranes with GFP, including exosomal membranes. A large percentage of colon explant vesicles were derived from IECs, as expected. A substantial proportion of vesicles were also hematopoietic cell derived, while a small percentage of vesicles were from CD11c^+^ cells (Figure 4F). With this system, we were able to track the cellular sources of the miRNAs found in colon EV preparations. Using a FACSAria II cell sorter (BD), GFP^+^ EVs were sorted from colon explants of either Villin1-Cre mTmG mice or Vav-iCre mTmG mice, and RNA was isolated from these exosomes (Figure 4G). Using qPCR, we assayed 3 antiinflammatory miRNA candidates from our sequencing results that included *miR-146a*, *miR-342-3p*, and *miR-223-3p*, all of which are thought to regulate NF-κB (41–43). Each was demonstrated to be enriched in Vav-iCre mTmG GFP^+^ vesicles, consistent with hematopoietic, and potentially DC, origin (Figure 4, H–J). We also observed unchanged *miR-141* between GFP^+^ vesicle populations from either Villin-Cre or Vav-iCre origin as a control (Figure 4J). Of note, we were unable to recover enough RNA from sorted CD11c^+^ cell–derived exosomes for downstream analysis by qPCR. Collectively, these results indicate that selected exosomal miRNAs originate from a hematopoietic source, which includes CD11c^+^ dendritic and other myeloid cells.

### Rab27a-dependent transfer of exosomal miR-146a to gut macrophages and T cells in vivo.

After detecting *miR-146a* at high levels in GFP^+^ colon EVs from Vav-iCre mTmG mice, and knowing its importance in the gut and overall immune regulation (41–43), we developed an in vivo system to detect possible Rab27-dependent *miR-146a* transfer and a way to determine recipient cell identity. We utilized BM chimeras, wherein miR-146a^–/–^ CD45.2 irradiated animals were the recipients of miR-146a^–/–^ CD45.2 BM, a 1:1 mix of WT CD45.1 and miR-146a^–/–^ CD45.2 BM, or a 1:1 mix of Rab27DKO CD45.1 and miR-146a^–/–^ CD45.2 BM (Figure 5A and Supplemental Figure 4A). After reconstitution, FACS was used to isolate miR-146a^–/–^ CD45.2^+^ immune cell subsets from mLNs and cLP and qPCR used to detect transferred *miR-146a* after verifying BM reconstitution (Figure 5A). *miR-146a* was detected in miR-146a^–/–^ CD45.2 CD11b^+^ myeloid and CD3^+^ T cells in both the mLNs and cLP, indicating RAB27-dependent transfer of *miR-146a* in vivo (Figure 5B).

With this intercellular transfer of miR-146a determined, we wanted to further demonstrate that GFP^+^ vesicle-like lipid puncta from CD11c-Cre mTmG mice were associating with CD11b^+^ and CD4^+^ cells within the mLNs (Figure 5C and Supplemental Figure 4B). Utilizing ImageStream technology, we observed these GFP^+^ puncta on CD3^–^CD11b^+^ and CD3^+^CD4^+^mTomato^+^ cells within the mLNs, indicating that lipids originating from CD11c^+^ cells were taken up by CD4^+^ T and CD11b^+^ myeloid cells (Figure 5, D and E). Importantly, we did not see any green vesicle-like puncta in CD11c-Cre^–^ mTmG^fl/fl^ control mLN samples (Supplemental Figure 4C). These data support the hypothesis that CD11c cell–derived vesicles, containing miR-146a, are delivered to myeloid and T cell populations within gut lymph nodes and intestinal tissues.

Finally, to better understand the overall gut immune cell repertoire capable of receiving these vesicles, we utilized traditional flow cytometry to detect CD45^+^CD11c^–^mTomato^+^ cells that were also membrane GFP^+^ (mGFP^+^), consistent with receiving GFP lipid membranes from CD11c^+^ DCs and macrophages. We examined both the mLNs and cLP of mTmG and CD11c-Cre^+^ mTmG mice and saw distinct immune patterns based on anatomic location. Within the myeloid lineage in the mLNs, there was a preference for P3/4 monocytes, “M1-like” macrophages, and neutrophils to be mGFP^+^ (Figure 5, E and F). Interestingly, this pattern shifted in the cLP to include more monocyte lineages, and there was less mGFP positivity in the neutrophil populations. Importantly, we also looked at the adaptive immune system and saw that within the mLNs, CD4^+^ and B220^+^ cells were readily capable of being mGFP^+^ whereas in the cLP, this shifted to also include natural killer (NK) cells (Figure 5, G and H). Together, these results indicate that CD11c^+^ DCs and macrophages in the gut are able to transfer GFP-labeled lipids to a variety of immune cells in the GI tract.

### DC-derived exosomal miR-146a is delivered to gut macrophages and alters their skewing in vivo.

RAB27A has been implicated in other secretory functions besides exosome secretion; therefore, we tested whether RAB27A-dependent myeloid cell–derived exosomes were involved in the worsened colitis phenotype. Additionally, the therapeutic potential of exosomal miRNAs holds great promise, as they would be based on a natural delivery system that has been optimized by evolution. To examine the functional impact of exosomal *miR-146a* and determine its efficacy as a potential IBD therapy, we administered vehicle (PBS) or approximately 10^9^ WT or miR-146a^–/–^ BMDC exosomes i.p. on days 2, 4, and 6 to mice challenged with DSS colitis over 8 days (Figure 6A). We observed shorter colons in Vav-Rab27a cKO animals that received miR-146a^–/–^ exosomes than in those that received WT, miR-146a–sufficient exosomes (Figure 6B). These shorter colons were akin to KO mice given vehicle, whereas the WT exosomes restored KO colon length to near WT length. At the cellular level, CD38^+^ M1-like proinflammatory macrophages were at higher levels (Figure 6C), and EGR2^+^ M2-like antiinflammatory macrophages were at lower levels in mice that received miR-146a^–/–^ versus WT exosomes (Figure 6C). These results phenocopy the macrophage profile observed in Rab27a cKO mice and show that the administration of WT exosomes to Rab27a cKO mice skews these macrophages back to WT proportions of M1- and M2-like populations.

We next sought to identify the coding mRNA direct targets that were repressed by miR-146a in this setting and determine if this macrophage skewing could be replicated in vitro. We generated WT BM-derived macrophages (BMDMs) and BMDCs from WT and miR-146a^–/–^ mice over the course of 7 days. After this differentiation period, we isolated exosomes from the DCs (either WT or miR-146a^–/–^) and administered them to WT macrophages without any other stimulus to determine if *miR-146a* was sufficient to skew the BMDMs as we had seen in vivo (Figure 6D). Results indicated that these BMDMs were skewed by the presence or lack of *miR-146a* in the exosomes. When *miR-146a* was lacking from the exosomes, BMDMs were more M1-like than when the miRNA was present (Figure 6, E and F). Interestingly, we were also able to see that without *miR-146a* present in exosomes, WT BMDMs had increased levels of *Traf6*, *Irak-1*, and *Nlrp3* transcripts (Figure 6G). These proinflammatory mediators are known targets of *miR-146a* and illustrate the functional capacity of the miRs loaded into these exosomes. Collectively, these data provide evidence that *miR-146a* can be transferred in an RAB27-dependent manner from CD11c^+^ myeloid cells to gut immune cells to regulate macrophage populations known to drive inflammation during DSS colitis.

### Dysregulation of genes critical to exosome release, loading, and increased miRNA expression in patients with IBD.

We next explored whether these findings were applicable to human patients with IBD. The Gut Cell Atlas scRNA-Seq data set was mined to determine *RAB27A* and *RAB27B* expression from immune cells isolated from nondiseased human colons and mLNs. Similar to mice, expression profiles of *RAB27A* and *RAB27B* were distinct. Within the colon, *RAB27A* was largely detected in IgA^+^ plasma cells, Th1 and Th17 cells, γδ^+^ T cells, myeloid cells, and CD8^+^ T cells (Figure 7A). Within the mLNs, we observed the highest *RAB27A* expression in follicular and memory B cells, NK cells, T follicular helper (Tfh) cells, central memory T cells, CD8^+^ T cells, and Tregs (Figure 7B). This dichotomous expression highlights the diverse roles of this GTPase and the importance of its function within the intestinal compartment. *RAB27B* also displayed a distinct expression pattern, with the highest expression in the mast cell cluster and dispersed expression in colonic T cell clusters (Figure 7A). Within the mLNs, *RAB27B* expression increased in NK cells and shifted to other T cell clusters such as Tfh cells (Figure 7B). Importantly, the cell clusters *RAB27A* and *RAB27B* are detected within are dysregulated in patients with IBD according to scRNA-Seq, suggesting disease relevance of these 2 small GTPases (44).

Next, we assessed a cohort of 17 UC, 10 CD, and 27 noninflamed nondiseased patient samples to determine potential changes in *RAB27A* and *RAB27B* expression during disease (Table 1). Significantly decreased *RAB27A* expression was observed within patients with UC compared with nondiseased patient tissue, while no difference in *RAB27B* expression was found, consistent with results from our mouse model that *RAB27A* is a critical regulator of gut inflammation (Figure 7C). We assessed if this was specific to UC and found that *RAB27A* expression was not altered in patients with CD compared to noninflamed, nondiseased controls. However, *RAB27B* was increased, suggesting context-dependent effects on their expression (Supplemental Figure 5A). We speculate that this reduction in *RAB27A* expression affects exosome-mediated modulation of the immune response to UC. Consistent with this, increased *IL-17A* and *NOS2* expression was observed in patients with UC and CD, suggesting an increase in Th17 cells and “M1-like” macrophages, similar to our Vav-Rab27A cKO mice (Figure 7C and Supplemental Figure 5A).

Next, expression of several miRNAs in the different patient samples was assayed. Increased expression of *MIR-146A* and *MIR223* was observed, 2 miRNAs previously shown to be dysregulated in patients with UC (41, 45) (Figure 7D). Further, increased *MIR342*, *MIR222*, and *MIR155* expression was also observed in patients with UC compared with nondiseased patients, similar to the observed increases in these miRNAs in BMDC-derived exosomes (Figure 4J and Figure 7D). 

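In the sequencing of BMDC EVs, miR-342-3p had 4487 ± 448 normalized counts (SD, n = 3), against 173 ± 46.4 (SD, n = 3) in colon EVs, a log2 fold change of 4.71 (standard error 0.273, adjusted p = 2.49e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other arm of the same hairpin, miR-342-5p, had 323 ± 36.7 normalized counts (SD, n = 3) in BMDC EVs and 7.42 ± 3.52 (SD, n = 3) in colon EVs, a log2 fold change of 5.61 (standard error 0.378, adjusted p = 1.82e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The mouse hairpin lies on chromosome 12 of GRCm38 from 108658620 to 108658718 on the plus strand, in an intron of Evl. miR-222-3p had 222 ± 20.4 normalized counts (SD, n = 3) in BMDC EVs and 27.3 ± 3.49 (SD, n = 3) in colon EVs, a log2 fold change of 3.03 (standard error 0.300, adjusted p = 4.31e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Counts of miR-222-3p were 162, 126 and 231 in BMDC EV replicates 1, 2 and 3 and 68, 26 and 26 in colon EV replicates 1, 2 and 3. These are mouse EVs, and the comparison is between BMDC EVs and colon EVs.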

Finally, miR-9 was unchanged between groups, highlighting that only a subset of miRNAs found in exosomes are dysregulated in patients with UC. Interestingly, although there was a distinct increase of these miRNAs in patients with UC, with the exception of *MIR223*, no difference was found in patients with CD, suggesting that there could be a distinct mechanism of action for exosomes within this disease that remains to be elucidated (Supplemental Figure 5). Further, one could interpret this increase in miRNA levels to indicate buildup of these miRNAs within cells with reduced Rab27A expression and thus impaired exosome release.

In recent years, it has been appreciated that the sorting of miRNAs into exosomes can be regulated by RNA-binding proteins (RBPs). 

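miR-223-3p had 10351 ± 2893 normalized counts (SD, n = 3) in mouse BMDC EVs and 333 ± 122 (SD, n = 3) in colon EVs, a log2 fold change of 4.97 (standard error 0.332, adjusted p = 1.78e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among tested miRNAs it was number 5 in abundance in BMDC EVs and number 52 in colon EVs. The other arm of the hairpin, miR-223-5p, had 642 ± 71.8 normalized counts (SD, n = 3) in BMDC EVs and 19.7 ± 9.63 (SD, n = 3) in colon EVs, a log2 fold change of 5.14 (standard error 0.328, adjusted p = 8.93e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The hairpin lies on chromosome X of GRCm38 from 96242817 to 96242926 on the plus strand, in an exon of the noncoding gene F630028O10Rik. With each library left out in turn, the log2 fold change stayed between 4.40 and 5.52 for miR-223-3p and between 4.46 and 5.61 for miR-223-5p. The libraries compare EVs of BMDCs with EVs of the colon, and the miRNAs inside the cells were not analysed here.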

Due to our observed preferential sorting of *miR-223* into mouse DC-derived exosomes and the alterations to *RAB27A* and miRNA levels, we also determined if the known *miR-223* exosome sorting protein, Y-box binding protein 1 (YBX1), as well as other known RBPs, were altered in patients with IBD (46, 47). Interestingly, *YBX1* expression was significantly decreased in both diseased states, suggesting that decreased loading of *miR-223* and possibly other miRNAs by YBX1 may be occurring (Figure 7E). Additionally, we saw specific decreases in expression of the RBPs, *FUS* and *HNRNBPA2B1*, but no changes to *ALYREF* or *SYNCRIP*, despite all of these proteins having reported roles in miRNA sorting into exosomes (Figure 7E and Supplemental Figure 5) (48, 49). This observation leads us to hypothesize that there may be defects in both exosome secretion and miRNA loading in patients with IBD, potentially a unique mechanism behind the progression of these heterogenous diseases.

## Discussion

Utilizing exosomes in a therapeutic manner represents an attractive autologous approach moving forward. Exosomes can be derived from patients’ blood cells, including DCs that can first be expanded and differentiated ex vivo and subsequently administered autologously to deliver molecular cargo with therapeutic benefits (50, 51). However, identifying and characterizing endogenous roles for exosomes and their cargo, such as miRNAs, remains a key step toward acquiring the foundational knowledge required for careful design of effective technologies. Here, we identified a potentially novel mechanism whereby CD11c^+^ myeloid cell–derived, Rab27a-dependent exosomes regulate intestinal inflammation, and this occurs in part through miR-146a–mediated impacts on inflammatory macrophage cellular identity and function in the gut. Of clinical relevance, administration of DC-derived miRNA-containing exosomes was able to rescue Rab27a-dependent colitis phenotypes in mice, and dysregulated RAB27A and miRNA expression was observed in a cohort of patients with IBD. To our knowledge, this is also the first study demonstrating that DC-derived exosomes functionally influence macrophage skewing in the GI tract, an important innate immune subset thought to drive colitis disease (44).

We clearly observed defective exosome release from DCs lacking Rab27A, and this was accompanied by increased DSS colitis disease severity. Additionally, we saw that in a different model of IBD based on blocking IL-10R, we observed an exacerbated colitis disease phenotype when Rab27a was deleted from CD11c^+^ DCs and macrophages. This demonstrates that this mechanism is broadly applicable and not specific to one preclinical model. To our surprise, yet demonstrating specificity, we also found that Rab27a and Rab27b were dispensable within the IEC compartment during DSS-induced colitis despite high expression in IECs. We acknowledge that these GTPases may play pivotal roles in other homeostatic or disease contexts in the gut not explored here. Further, we have also ruled out a contribution by Rab27a-dependent, T cell–derived exosomes and Rab27b-dependent, hematopoietic derived exosomes in regulating gut inflammatory responses during DSS colitis. In addition to identifying cell-specific functions for Rab27 proteins, future work using our Rab27-floxed mice will enable us and others to further determine and define Rab27-dependent and Rab27-independent EV populations in vivo.

In addition to selectively blunting EV release using Rab27 cKO mice, it is critical to identify and visualize released exosomes in order to further understand their biology. Exosome researchers have studied the biodistribution of EVs following injection in vivo, but few tools exist to track EVs after their release from the cells of origin in vivo (52). The use of FACS-based methods to detect and purify exosome membrane fluorescence triggered by Cre-mediated labeling using mTmG mice is an emerging strategy (53) and builds on previous methods that used lipid-labeling dyes like PKH67 to sort vesicles (54). This innovative sorting method allowed us to separate IEC-derived exosomes from hematopoietic cell–derived exosomes to determine the source of specific exosome cargo, including miRNA species. We were also able to pair this with ImageStream technology to visualize fluorescently labeled lipids associating with specific cell types in vivo, highlighting the importance of this and other emerging technologies in the EV field (55). In the future, we will combine this reporter system with our Rab27 cKO mouse lines to tease apart the roles of Rab27a and Rab27b in distinct vesicle population release in vivo, which can be tracked as vesicles migrate to target cells. This approach can also be applied to other related conditions, such as colon cancer, where the roles of exosomes from tumors and/or hemopoietic cells in modulating immune responses still confound our understanding of such pathologies despite exciting initial reports (56–58). Additionally, future work on distinct miRNA profiling signatures of purified exosomes, such as we have done here, can be integrated with established miRNA target databases, such as HITS-CLIP (59). These types of analyses will provide additional insight into the functional effects of exosomal miRNAs on target cells. Further, several RBPs, including YBX1 (46, 60), showed reduced expression in IBD patient samples. This finding opens the door to interrogate the relevance of these proteins in intestinal disease. Future work will be needed to unravel the roles these proteins play in loading specific miRNA contents into EVs prior to their release in the gut.

Treating inflammatory disorders through immune regulation in the gut remains a challenging clinical endeavor. For instance, not all patients respond to anti-TNF treatments, and there are potent off-target effects of current cytokine-based immunotherapies (61). The biological efficacy of our exosome delivery experiments in mice undergoing experimental colitis provides the groundwork for future DC-based EV miRNA mimic therapies (62). This could be used to alleviate IBD symptoms caused by aberrant macrophage activation and M1 skewing or inflammatory T cell responses, 2 critical immune populations responsible for IBD pathology (63), and will be improved through targeted loading of specific miRNAs to levels with optimal therapeutic impact. Although we identified exosomal *miR-146a* as a critical regulator of GI macrophage skewing, additional exosomal miRNAs beyond *miR-146a* that are involved in Th17 inhibition in BMDC exosomes remains unclear, along with the functional relevance of additional exosome cargo. 

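miR-222-3p was number 60 in abundance among tested miRNAs in BMDC EVs and number 139 in colon EVs, and its log2 fold change between them stayed between 2.51 and 3.50 under the alternative settings tried. miR-221-3p had 528 ± 53.5 normalized counts (SD, n = 3) in BMDC EVs and 130 ± 19.1 (SD, n = 3) in colon EVs. This gave a log2 fold change of 2.02 (standard error 0.227, adjusted p = 2.26e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is within 1 standard error of the boundary of 2 that parts enriched from similar miRNAs. Its log2 fold change was 1.70 with DESeq2, which would place it among the similar miRNAs, and it lay between 1.52 and 2.54 over all alternatives. Both hairpins lie on chromosome X of GRCm38 on the minus strand between annotated genes of that strand, Mir221 from 19146294 to 19146388 and Mir222 from 19146893 to 19146971.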

We did identify miR-222 as a DC exosome-enriched miRNA, and it has been reported that this miRNA along with miR-221 cell-intrinsically regulates Th17 cells within the gut (64). Future research will allow us to discern if this is an exosome-mediated mechanism of immune regulation as well. Also, of note, RAB27A, YBX1, and the exosomal miRNAs identified in our mouse studies were also dysregulated in a cohort of patients with UC, further supporting the translational potential of our work by suggesting that exosome replacement therapy may replenish antiinflammatory EV levels during disease. Taken together, our study points to exosomes and their cargo as promising targets of next-generation therapeutic strategies to treat inflammatory diseases in the GI tract.

## Methods

### Mice.

All mice are on the C57BL/6 background. Rab27DKO (Rab27a^ash/ash^; Rab27b^–/–^) mice were provided by T Tolmachova and MC Seabra (CEDOC, NOVA Medical School, NMS, Universidade NOVA de Lisboa, Lisbon, Portugal) as previously reported (27). Floxed Rab27a (Rab27a^fl/fl^) and Rab27b (Rab27b^fl/fl^) mice were custom generated with the aid of Biocytogen and CRISPR/Cas9-based technology. For Rab27a, Cas9 cut sites were made flanking exon 4. The upstream guide RNA (gRNA) was GGACCCCCTGTACCGTAAAAGC and the downstream gRNA was GGTCCCGACCAGATGTTCCACC. For Rab27b, Cas9 cut sites were made flanking exons 3 to 4. The upstream gRNA was GGTCTTAAGAATTTATCAACTGG and the downstream gRNA was GGCACTCCTACATCCAAGGC. Following the genomic cuts, approximately 1.5 kb homologous regions containing *loxP* sites were injected into zygotes to create founder mice. Southern blots were used to confirm positivity for the 5′ *loxP* site and no random insertion using an internal probe. Mice were verified by junction PCR, using 5′ forward and 3′ reverse for each gene set, and we confirmed *loxP* insertion and correct excision by PCR. We bred these to Cre driver strains, with the female always being hemizygous for Cre^+^ and the male homozygous for Cre^–^. All Cre driver strains were ordered from The Jackson Laboratory (JAX): Villin1-Cre (JAX 004586), CD4-Cre (JAX 022071), CD11c-Cre (JAX 008068), and Vav-iCre (JAX 008610). mTmG mice (JAX 007676) were bred with multiple Cre lines (40, 53). Floxed site primers were used to genotype as described below. Littermates and both sexes were used for all experiments, and mice were 8–12 weeks old at time of experiments. The use of littermate controls allowed for proper control of the microbiota as is standard in the field.

### scRNA-Seq analysis.

ScRNA-Seq mining was done using the Broad Institute’s Single Cell Portal database. All clusters remained the same as the original manuscript’s analysis (31). Human data were mined from the Gut Cell Atlas (https://www.gutcellatlas.helmsleytrust.org) (7).

### Colonic explants.

Explants were generated by removing the entire colon or the distal 15 cm of the SI. Any remaining connective tissue was removed from the outside of the tissue and then tissue was gently flayed open. Fecal and mucus contents were gently removed with forceps and placed in a 6-well plate with 1× PBS. After a brief wash with 1× PBS, tissues were placed in 15 mL Falcon tubes (VWR) in a tissue culture hood with 5 mL of complete RPMI 1640 medium (10% FBS, HEPES, sodium pyruvate, nonessential amino acids, 100 U/mL penicillin/streptomycin, and l-glutamate). Tubes were placed horizontally in a container and shaken for 25 minutes at room temperature (RT), at a speed sufficient to maintain gentle movement of the tissue. After this incubation, tissues were plated in 10 cm dishes with 20 mL of complete exosome-depleted RPMI (the same media as complete RPMI above but supplemented with 10% exosome-depleted FBS, Systems Biosciences) and then placed in a 37°C 5% CO_2_ incubator for 16 hours. The supernatant of these plates was used to isolate vesicles, as described below.

### NTA.

Size and concentration of isolated particles were determined using the Nanosight NS300 (Malvern Technologies). For each sample, three 60-second videos were taken at 25 frames per second. The detection threshold was maintained for each sample to ensure consistent measurement of particles.

### Vesicle isolation.

Vesicles were isolated as described (26). Briefly, supernatants were centrifuged for 10 minutes at 1,000*g*, then 10 minutes at 2,000*g*, both at 4°C (Eppendorf 5810 R centrifuge with A-4-81 rotor). Supernatants were transferred to Oak Ridge tubes (Thermo Fisher Scientific) and spun for 30 minutes at 10,000*g* and 70 minutes at 100,000*g*, both at 4°C, in a Thermo Fisher Scientific Sorvall Lynx 6000 with a T26-8 × 50 rotor. Pellets were washed with 25 mL of 1× PBS and spun at 100,000*g* for 70 minutes at 4°C. After removing PBS, pellets were resuspended in 0.02 μM filtered 1× PBS. To purify colonic EVs for miRNA sequencing, we resuspended the final pellet in 30% iodixanol gradient instead of PBS (65). A base solution of 60% iodixanol (in water, 0.5 M sucrose, 20 mM Tris pH 7.4, and 2 mM EDTA) was made followed by working solutions (WSs) of 40%, 30%, and 20%. The 30% solution was the basis of the gradient (2.5 mL), followed carefully by 1.05 mL of 20% (from 40% WS), and then finally 0.95 mL of 10% (from 20% WS). We spun this at 350,000*g* for 1 hour at 4°C with no brakes in a swinging bucket SW55Ti rotor (Beckman Optima L-90k Ultracentrifuge). We analyzed 500 μL fractions by NTA, and fraction 2 showed enrichment for vesicle-sized particles and was the expected density. This was then spun down at 100,000*g* for 30 minutes at 4°C with no brake, then resuspended in a small volume, and 700 μL QIAzol (QIAGEN) was added for further RNA analysis.

### mLN tissue prep.

mLNs were harvested and placed on a 40 μM filter (Thermo Fisher Scientific) in a 6-well plate with 5 mL complete RPMI. After being dissociated through the filter with the back end of a sterile 1 mL syringe, cells were spun down in 15 mL Falcon tubes at 400*g* for 5 minutes and then resuspended in 1 mL complete RPMI 1640 before cell counting with trypan blue solution (VWR). Similar cell numbers were plated for flow analysis.

### Colonic lamina preparation.

Immune cells were harvested as described (41, 66, 67). Briefly, murine colons with attached ceca were harvested and placed in 1× PBS in 6-well plates on ice. Remaining fat, connective tissue, and the cecum were removed. Colons were splayed and mucus and feces were removed from the colon before returning to the plate. Once all colons were cleaned, each colon was diced on a Petri dish lid using a razor blade and placed in a separate 50 mL tube. A total of 10 mL of prewarmed dissociation solution (1× HBSS without Ca^+^ and Mg^+^, 1.5 mM DTT, 10 mM HEPES, and 30 mM EDTA) was added and the tubes vortexed. Colons were incubated for approximately 25 minutes at 37°C with shaking at 150 rpm until solutions were cloudy from IECs’ separation. Samples were vigorously shaken 3 times, vortexed for 15 seconds, then poured over a 100 μM filter on a 50 mL conical tube to remove nonimmune cells such as IECs, and the filters were rinsed briefly with 2 mL of ice-cold 1× PBS. The remaining tissue was collected on the filter with forceps and moved to a new 50 mL conical tube. A total of 15 mL of prewarmed digestion solution (1× HBSS with Ca^+^ and Mg, 5% FBS, DNase, collagenase D, and dispase) was added. Samples were vortexed and incubated for 45 minutes at 37°C with shaking at 150 rpm until solution became cloudy. Samples were shaken 3 times and vortexed for 15 seconds. To collect the remaining immune cLP cells, the digested tissue was then poured over a 40 μM filter on a 50 mL conical tube containing 10 mL 1× PBS. Samples were next rinsed with 2 mL of ice-cold 1× PBS and spun at 800*g* for 10 minutes at 4°C. Next, supernatant was removed and discarded with vacuum. Cells were then resuspended in 500 μL of complete RPMI 1640 and counted following trypan blue exclusion staining.

### qPCR.

RNA was isolated following manufacturer protocols using the QIAGEN miRNeasy Mini or Micro Kit. Vesicle samples were prepped with Micro kits due to low RNA concentration. Mouse tissue and cell isolates were prepped with Mini kits due to a higher abundance of RNA. cDNA was generated according to manufacturer’s protocols with qScript cDNA SuperMix (QuantaBio) for mRNA (using 400 ng RNA input) and miRNA LNA RT kit (QIAGEN) for miRNA reactions (100 ng RNA input). All miR primers were predesigned and ordered from QIAGEN. qPCR reactions used PowerUp SYBR Green Master Mix (Applied Biosciences) according to manufacturer’s protocol and 500 nM primer reaction mixes generated from primer stocks synthesized at the University of Utah DNA/Peptide Facility (Table 2). All reactions were run on an Applied Biosciences QS6 Thermocycler.

### DSS colitis.

Animals were given 2.5% *w/v* DSS (MP Biomedicals MW 36,000–50,000) in their drinking water, replaced every other day. Mouse weight was measured daily and if animals reached 80% of their starting weight, they were culled. Colon length was measured from rectum to below the cecum.

### αIL-10R colitis.

Mice received i.p. injection of 1 mg mAb/100 μL/20 g mouse weight (Bio X Cell; catalog BE0050) (34). Mice were monitored for weight loss and rectal prolapse over 5 weeks, biweekly. Mice were culled if body weight was 20% less than starting weight.

### BM chimera.

Mice were lethally irradiated as described previously (27). After irradiation, mice were retro-orbitally injected with 10 million RBC-depleted BM cells isolated as below. Mice reconstituted their hematopoietic systems for 12 weeks before isolating CD11b^+^ and CD3^+^ cells by FACS from the cLP and mLNs.

### Serum isolation.

Serum was isolated from mouse heart blood kept on ice until centrifugation. Spins at 500*g* were done twice for 10 minutes each and supernatants saved at each time. Serum was stored at –80°C until used for ELISAs.

### Colon histology and scoring.

Colons were fixed as done previously (66, 67) within histology cassettes overnight at RT in 10% buffered formalin phosphate solution after removal of fecal contents and then transferred to 70% ethanol at 4°C until staining. Sectioning and H&E staining were done at the Huntsman Cancer Institute (HCI) Biorepository and Molecular Pathology Shared Resource in the ARUP operated Research Histology division. DSS colon scoring was done in a blinded manner with the following rubric scales: percentage of colon crypt loss (0.5 [5%] to 7 [>75%]), crypt loss severity (1 [partial loss] to 5 [full loss]), and inflammatory aggregates (1 [1 to 3] to 3 [>7]). For αIL-10R colon scoring, colons were prepared in the same manner as DSS colitis. Additionally, colons were stained for Alcian blue to assess goblet cell loss (34, 36). Scoring was done in a blinded fashion with the following scale: epithelial hyperplasia — 0 (none), 1 (minimal), 2 (mild), 3 (moderate), 4 (severe); goblet cell loss — 0 (none), 1 (slight depletion), 2 (mild), 3 (moderate), 4 (few mucin-containing cells remaining); inflammatory aggregates — 0 (none), 1 (1–2 in LP), 2 (several mononuclear cell infiltrates in LP), 3 (involves submucosa, rarely transmural), 4 (transmural); and crypt abscesses — 0 (none), 1 (small epithelial cell erosions), 2 (ulcers observed), 3 (crypt abscesses and ulcers present). QuPath software was utilized to measure epithelial cell crypt depth with measurements taken along the entire colon length; additionally, inflammatory aggregates were quantified.

### Flow cytometry.

Samples were blocked with CD16/32 Abs (BioLegend catalog 101302) for 20 minutes at 4°C. After pelleting at 400*g* for 5 minutes at room temperature, cells were stained for 30 minutes in the dark at 4°C. Dilutions of BioLegend antibodies (unless otherwise noted) are as follows: splenocyte FACS (Figure 1): CD3-PacBlue (100334; 1:250), B220-FITC (103206, 1:500), CD11b-PerCP/Cy5.5 (101228, 1:1,000), CD4-PE (100408, 1:2,000), and CD8-APC (100712, 1:250). Macrophage panel (Figures 2, 3, and 6): CD45-FITC (103108), CD64-BV711 (139311), CD11c-PerCP/Cy5.5 (117328), CD11b-BV605 (101237), MHCII-PacBlue (107620), CD38-PE/Cy7 (102717) (all 1:250), and Egr2-APC (eBioscience 17-6691-82, 1:50). Th17 panel (Figures 2, 3, and 5): CD45-FITC, CD3-APC/Cy7 (100222), CD4-PacBlue, IL-17-APC (eBioscience 17-7177-81), and RORγT-PE 610 (eBioscience 61-6981-82) (all intracellular stains 1:50, all surface stains 1:250). ImageStream (Figure 5): CD45-PE/Cy7 (103114), CD3-APC/Cy7, CD4-Pac Blue, CD11b-BV605, and Ghost Dye – BV510 (Tonbo Biosciences 13-0870-T100). After staining, cells were washed twice for 5 minutes each with column buffer (1× HBSS without Ca and Mg, HEPES, EDTA, and FBS). Surface stain–only cells were fixed overnight with 1% paraformaldehyde and washed in column buffer twice before analysis. If intracellular staining was necessary, the FoxP3/Transcription Factor Staining Buffer Kit (Tonbo Biosciences) and protocol was followed. All samples were then resuspended in 300 μL of column buffer and run on a BD LSR Fortessa after compensating with UltraComp eBeads (Thermo Fisher Scientific) and using single-stain controls.

### ELISA.

Lipocalin-2 ELISAs were performed according to manufacturer’s protocol (Thermo Fisher Scientific DY1857-05). Dilutions of serum were made according to sickness of animals but ranged from 1:500 to 1:1,000.

### miRNA-sequencing/bioinformatic analysis.

miRNA-sequencing and bioinformatic analyses were done as described previously using the University of Utah Bioinformatic Analysis core services (68). 

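Among the miRNAs tested between colon EVs and BMDC EVs, 169 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 171 had an unadjusted p under 0.05. Of the 169 miRNAs, 89 were higher in BMDC EVs and 80 were higher in colon EVs, a balance that depends on the scaling: with DESeq2's size factors in edgeR, 85 were higher in BMDC EVs and 86 in colon EVs. The base level, the mean normalized count of the 6 libraries, was at least 100 for 100 of the tested miRNAs, of which 15 had an adjusted p of 0.05 or more. Both cutoffs together left 85 miRNAs. Of the 84 miRNAs with an adjusted p under 0.05 and a lower base level, 65 had a log2 fold change over 2 in either direction. A base level of 50 in place of 100 left 110 miRNAs and a base level of 200 left 63. An adjusted p under 0.01 in place of 0.05 left 82.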

The cutoffs for miRNAs used for comparison between colon and DCs were *P* adj. < 0.05 and base level detection of at least 100.

### ImageStream analysis.

mLN samples were run on the Amnis ImageStream MKII Imaging Flow Cytometer using 405, 488, 561, 642, and 785 nm excitation lasers and 60× original magnification. Analysis was done with IDEAS software, and cells were gated based on their bright-field gradient RMS (average slope spanning 3 pixels in an image) as a measure of focus, followed by their area and aspect ratio to exclude debris and aggregates. CD45^+^CD3^+^CD4^+^ or CD45^+^CD3^–^CD11b^+^ cells were analyzed for tdTomato surface staining and GFP^+^ puncta.

### FACS.

Isolated vesicles from ultracentrifugation were diluted in 1 mL of 0.02 M filtered 1× PBS and sorted on a BD FACSAria cell sorter using the violet laser as the side scatter (SSC) and setting the forward scatter and SSC on a logarithmic scale. Fluorescent beads of known sizes (110 nm and 500 nm, SBI EXOF300A-1) were used to ensure properly sized vesicles were isolated. After sorting based on membrane fluorescence, vesicles were spun down at 100,000*g* in 5 mL of 1× PBS (0.02 M filtered) for 30 minutes, and the pellet was resuspended in QIAzol for RNA isolation and miRNA qPCR.

### BMDCs/BMDMs and exosome administration to mice.

BMDCs and BMDMs were generated as previously described (27, 69). Briefly, 10 million BM cells were plated in 15 cm dishes with 20 mL of complete RPMI supplemented with GM-CSF at 20 ng/mL. After 4 days, new GM-CSF was added in 10 mL of complete RPMI. After 7 days, vesicles were isolated with ultracentrifugation. For injection experiments, 10^9^ vesicles were injected i.p. after size and concentration confirmation by NTA on days 2, 4, and 6 after start of DSS treatment. Vesicles were sex-matched, when possible; otherwise only female BMDC-derived vesicles were used to prevent potential immune stimulation by Y antigen. For BMDMs, a total of 6 million BM cells were plated in 10 cm dishes with 10 mL of complete DMEM (penicillin/streptomycin, l-glutamine, FBS) supplemented with M-CSF at 20 ng/mL. After 4 days, new M-CSF was added in an additional 5 mL of complete DMEM. All cells were generated from mouse lines described in this study.

### Human samples.

All specimens were of colonic origin and diagnoses were confirmed by clinical criteria. Non-IBD (control) tissues were obtained from histologically normal, noninflamed large bowel specimens from patients admitted for bowel resection because of conditions including colon cancer, benign polyps, diverticulitis, and colonic inertia. The mucosal layer of each colon was dissected and washed, and surface debris was removed by blotting the tissue with paper towels multiple times. The mucosal layer was then removed and cut into small strips (~0.5 cm) and snap-frozen in liquid nitrogen. All specimens were age and sex matched.

### Schematics.

All schematics and graphical abstract were created with BioRender.com.

### Statistics.

All statistical analysis and graphing were done in GraphPad Prism 9.0 software. Data represent mean ± SEM. *P* > 0.05 was nonsignificant, *P < 0.05, **P < 0.005, ***P < 0.0005.

### Study approval.

Human intestinal tissue specimens were obtained within 2 hours after resection from patients undergoing surgery from the Department of Surgical Pathology at the Cleveland Clinic under an IRB-approved protocol. Mice were housed in a vivarium with a 12-hour light/12-hour dark cycle per day, temperatures of 22°C, and 20% relative humidity. Experimental mouse procedures and husbandry were performed with the approval of the IACUC of University of Utah.

Additional methods details are in Supplemental Methods.

## Author contributions

Experiments were designed by KMB, DMW, ACP, WPV, WZS, JLR, and RMO and completed by KMB, MCN, WWT, TRC, DGB, AG, SHL, AMW, JHH, JKM, JEM, KAK, AGR, VBT, and JWT. Data analysis was done by KMB, MCN, WWT, TRC, DGB, and AG. Human samples were provided by ACP. Writing of the manuscript was done by KMB, JLR, and RMO and editing by KMB, MCN, DGB, DMW, WPV, WZS, MA, JLR, and RMO. This study was supervised by JLR and RMO.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
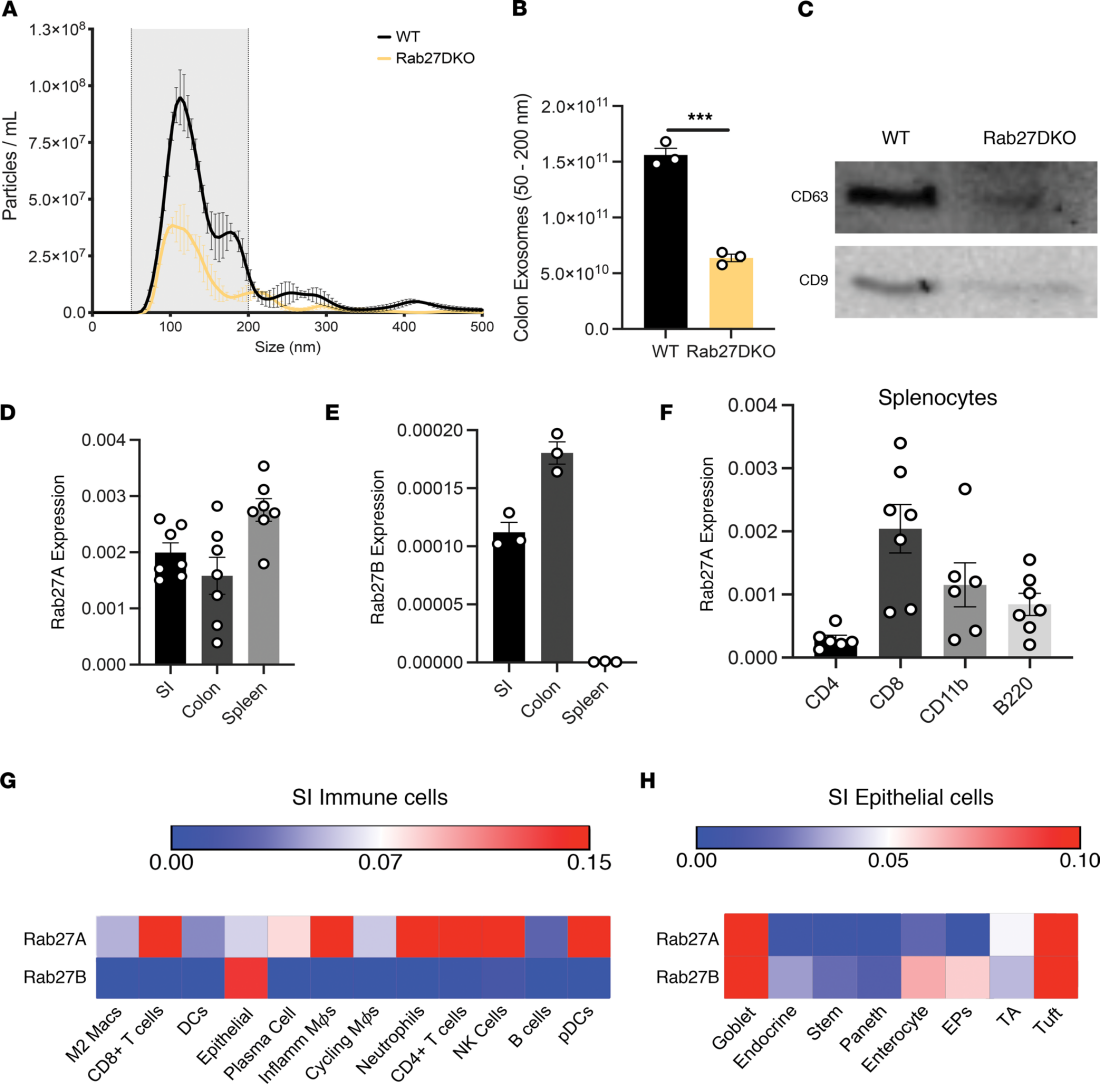
*Rab27A* and *Rab27B* have distinct tissue expression and regulate gut exosome release. (**A**) NTA of WT and Rab27DKO colon explant EVs (*n =* 3). (**B**) Quantification of 50–200 nm particles (the gray shaded area) between genotypes of **A**. (**C**) CD63 and CD9 immunoblot of WT and Rab27DKO colon EVs. (**D**) *Rab27A* (*n =* 7) and (**E**) *Rab27B* expression in distal SI, distal colon tissue, and splenocytes at baseline (*n =* 3). (**F**) *Rab27A* expression in FACS WT CD4^+^, CD8^+^, B220^+^, and CD11b^+^ populations (*n =* 7). (**G**) *Rab27A* and *Rab27B* expression in mouse CD45^+^ SI cells from ref. 31. (**H**) Analysis of mouse CD45^–^ SI cells from ref. 31. Clusters as previously annotated for **G** and **H**. Unpaired 2-tailed *t* test for all bar graphs. ***P < 0.0005. EPs, enterocyte progenitors; TA, transit amplifying cells.

**Figure 2:**
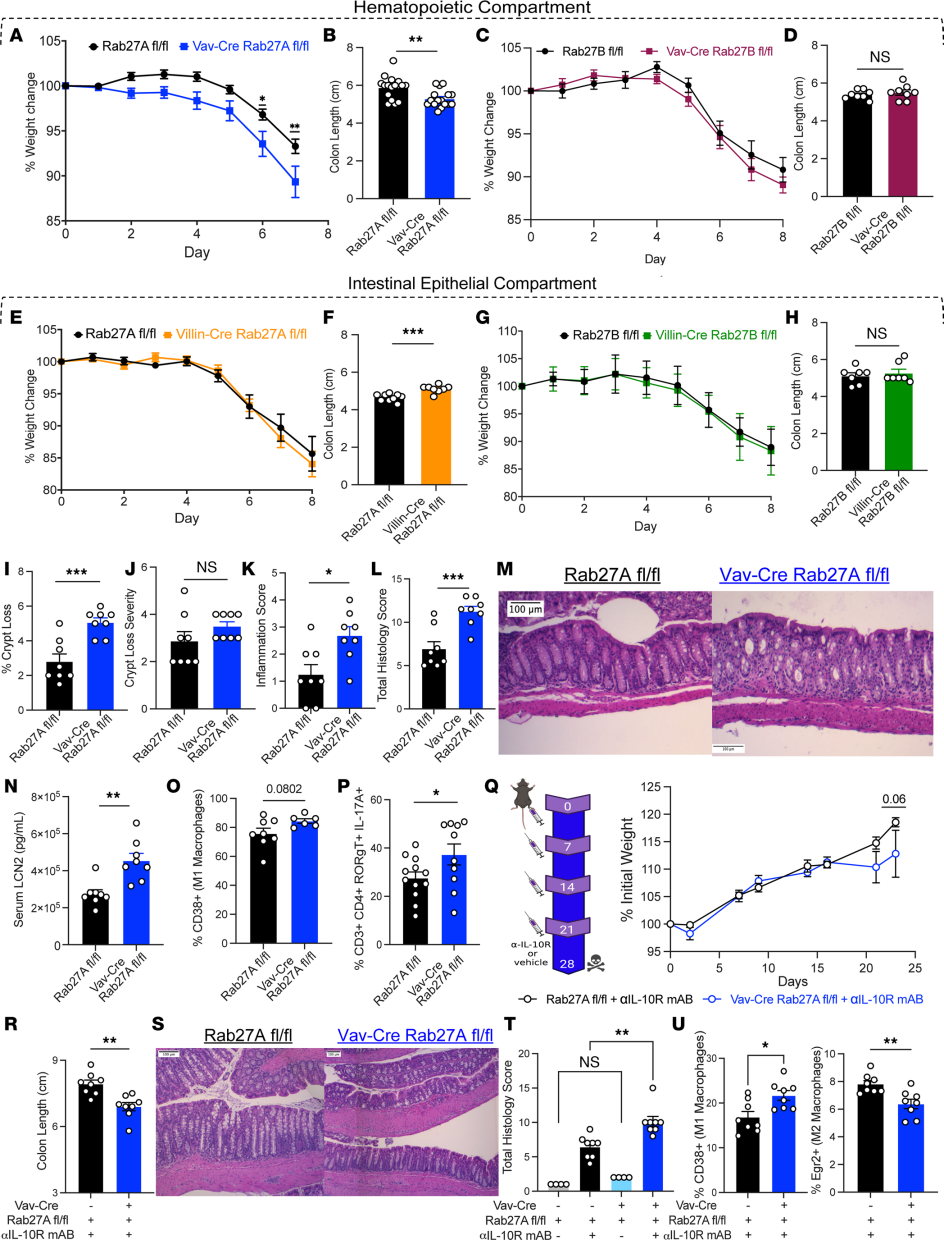
Specific role for hematopoietic Rab27A in the regulation of colitis phenotypes. (**A**) Weight loss of Rab27A^fl/fl^ animals versus Vav-iCre Rab27A^+^ animals during a 7-day course of 2.5% *w/v* DSS (*n =* 18). (**B**) Colon length of animals from **A**, with data representative of 3 combined independent experiments. (**C**) Weight loss of floxed versus Vav-iCre Rab27B^+^ animals during an 8-day DSS course (*n =* 8). (**D**) Colon length of **C**, data representative of 2 independent experiments. (**E**) Weight loss of floxed versus Villin-Cre Rab27A^+^ animals during an 8-day DSS course (*n =* 9). (**F**) Colon length of **E**. (**G**) Weight loss of floxed versus Villin-Cre Rab27B^+^ animals during an 8-day DSS course (*n =* 7). (**H**) Colon length of **G**. (**I**) Percentage of colon crypt loss between genotypes of **A**. (**J**) Severity of colonic crypt damage of **A**. (**K**) Inflammation score of DSS-treated colons of **A**. (**L**) Total colon histology score of **I**–**K** (*n =* 8). (**M**) Representative H&E-stained colons from **A**. (**N**) Serum LCN2 levels of mice from **A** (*n =* 8). (**O**) Percentage of CD38^+^ “M1-like” macrophages in cLP of floxed and Vav-Rab27A cKO mice from **A**. (**P**) Percentage of cLP Th17 cells from floxed and Vav-Rab27A cKO mice, from **A**. (**Q**) Schematic of αIL-10R mAb experiment and weight loss of floxed or Vav-Cre Rab27A^+^ mice given mAb. (**R**) Colon length of **Q**. (**S**) Representative H&E staining of colons from **R**. (**T**) Total histology scores from **R**. (**U**) Percentage of CD38^+^ M1-like and Egr2^+^ macrophages in cLP of floxed and Vav-Rab27A cKO mice from **Q**. Two-way ANOVA mixed model analysis with Geisser-Greenhouse correction for weight loss graphs. Unpaired 2-tailed *t* test for bar graphs, except **T**. For **T**, 2-way ANOVA with Tukey’s multiple-comparison test comparing the column means. *P < 0.05, **P < 0.005, ***P < 0.0005. Scale bars in all images are 100 μm. See also Supplemental Figures 1 and 2.

**Figure 3:**
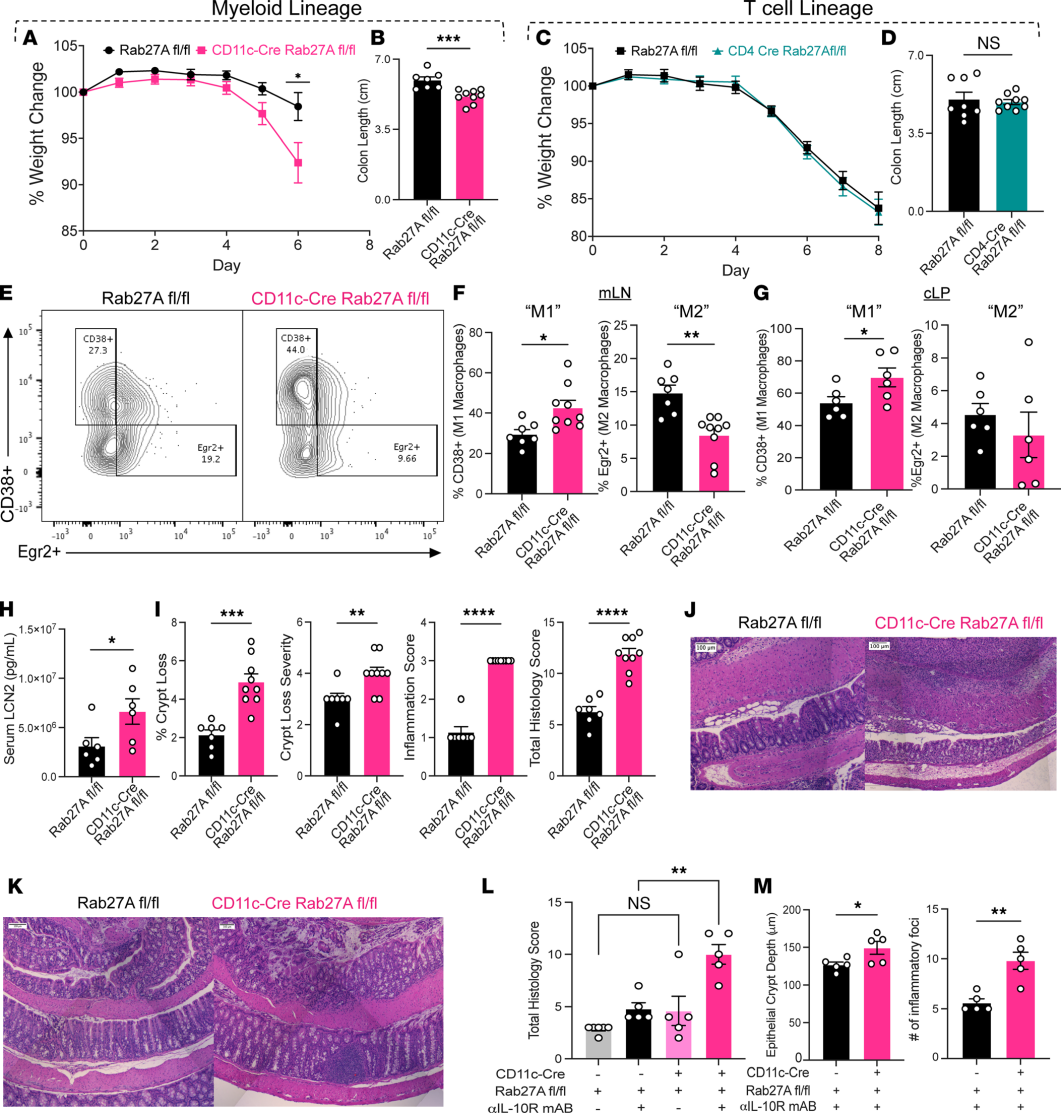
Rab27A functions in CD11c^+^ myeloid cells to regulate colitis phenotypes. (**A**) Weight loss of floxed animals versus CD11c-Cre Rab27A^+^ animals during a 6-day DSS course. (**B**) Colon length of **A** (*n =* 9), data representative of 4 independent experiments. (**C**) Weight loss of floxed versus CD4-Cre Rab27A^+^ animals during an 8-day DSS course (*n =* 9). (**D**) Colon length of **C**. (**E**) Representative flow plot of macrophage gating of **F** and **G**. (**F**) Percentage of CD38^+^ M1-like macrophages and of Erg2^+^ M2-like macrophages in floxed and CD11c-Rab27A cKO mLNs after DSS (*n =* 9). (**G**) Percentage of CD38^+^ M1-like macrophages and of Egr2^+^ M2-like macrophages in WT and CD11c-Rab27A cKO cLP after DSS (*n =* 6). (**H**) Serum LCN2 levels of mice from **A** as measured by ELISA (*n =* 6). (**I**) Percentage of colon crypt loss, severity of colon crypt loss, inflammation score, and total histology score of H&E-stained colons of **A** (*n =* 9). (**J**) Representative H&E-stained colons from **A**. (**K**) Representative H&E staining from WT and CD11c-Rab27A cKO mAb mice. (**L**) Total histology scores of **K**. (**M**) Quantification of epithelial crypt depth and number of inflammatory aggregates in **K**. Two-way ANOVA mixed model analysis with Geisser-Greenhouse correction for weight loss graphs. Unpaired 2-tailed *t* test for bar graphs except **L**. For **L**, 2-way ANOVA with Tukey’s multiple-comparison test comparing the column means. *P < 0.05, **P < 0.005, ***P < 0.0005. Scale bars in all images are 100 μm. See also Supplemental Figure 3.

**Figure 4:**
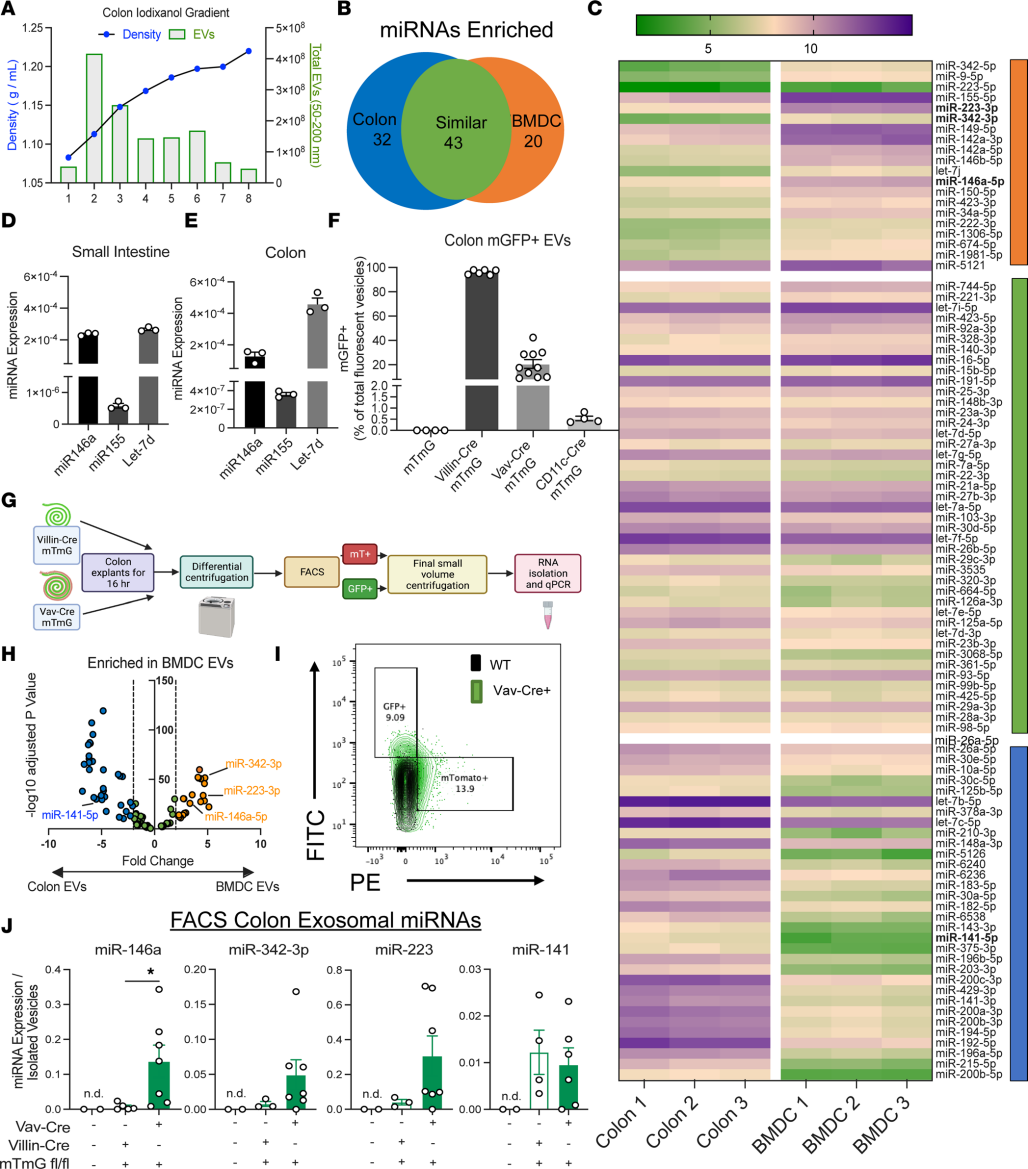
Profiling of miRNAs within colon and BMDC-derived exosomes. (**A**) Density measurements of iodixanol gradient overlaid on top of NTA of each fraction of colon iodixanol gradient. (**B**) Venn diagram of differentially enriched miRNAs between colon EVs and BMDC EVs (*n =* 3). (**C**) Heatmap of the 3 groups within **B**. (**D**) miRNA qPCR confirmation of miR-146a, miR-155, and let-7-d from SI or (**E**) colon EV preps (*n =* 3). (**F**) Percentage of mGFP^+^ vesicles of fluorescent vesicles from mTmG, Villin-Cre mTmG, Vav-iCre mTmG, and CD11c-Cre mTmG mice as measured by Aria II (*n =* 6–10). (**G**) Schematic of flow-sorting vesicles from colon explants of **H** and **I**. (**H**) Volcano plot of differentially expressed miRNAs highlighting miRNA enrichment in BMDC EVs. Dashed line, fold change of –2/2. (**I**) Representative flow plot of sorted mTmG vesicles with overlay of gated vesicles to be sorted from both a WT mouse and Vav-Cre mTmG mouse. (**J**) miR-146a, miR-342-3p, miR-141, and miR-223 expression in GFP^+^ sorted vesicles from Villin-Cre mTmG and Vav-iCre mTmG colon explants (*n =* 7). Data representative of 2 independent experiments. Unpaired 2-tailed *t* test for bar graphs. *P < 0.05. n.d., not detected.

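Read as a log2 fold change, the dashed lines at −2 and 2 part enriched from similar miRNAs. Among the miRNAs past the adjusted p and base level cutoffs, 7 lay within 1 standard error of these lines, 3 of them called enriched and 4 similar. With a boundary of 1 in place of 2, 42 miRNAs were enriched in colon EVs, 33 in BMDC EVs and 10 were similar. Of the miR-141 arms, miR-141-3p had 3646 ± 1330 normalized counts (SD, n = 3) in colon EVs and 64.5 ± 16.7 (SD, n = 3) in BMDC EVs, a log2 fold change of −5.85 (standard error 0.329, adjusted p = 2.46e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). miR-141-5p had 246 ± 64.6 normalized counts (SD, n = 3) in colon EVs and 6.28 ± 3.33 (SD, n = 3) in BMDC EVs, a log2 fold change of −5.27 (standard error 0.423, adjusted p = 2.09e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The BMDC EV libraries had 2, 4 and 9 counts of miR-141-5p in replicates 1, 2 and 3, near the floor of 3 counts. The hairpin of both arms lies on chromosome 6 of GRCm38 from 124717914 to 124717985 on the minus strand, in an intron of the noncoding gene Gm15884.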

**Figure 5:**
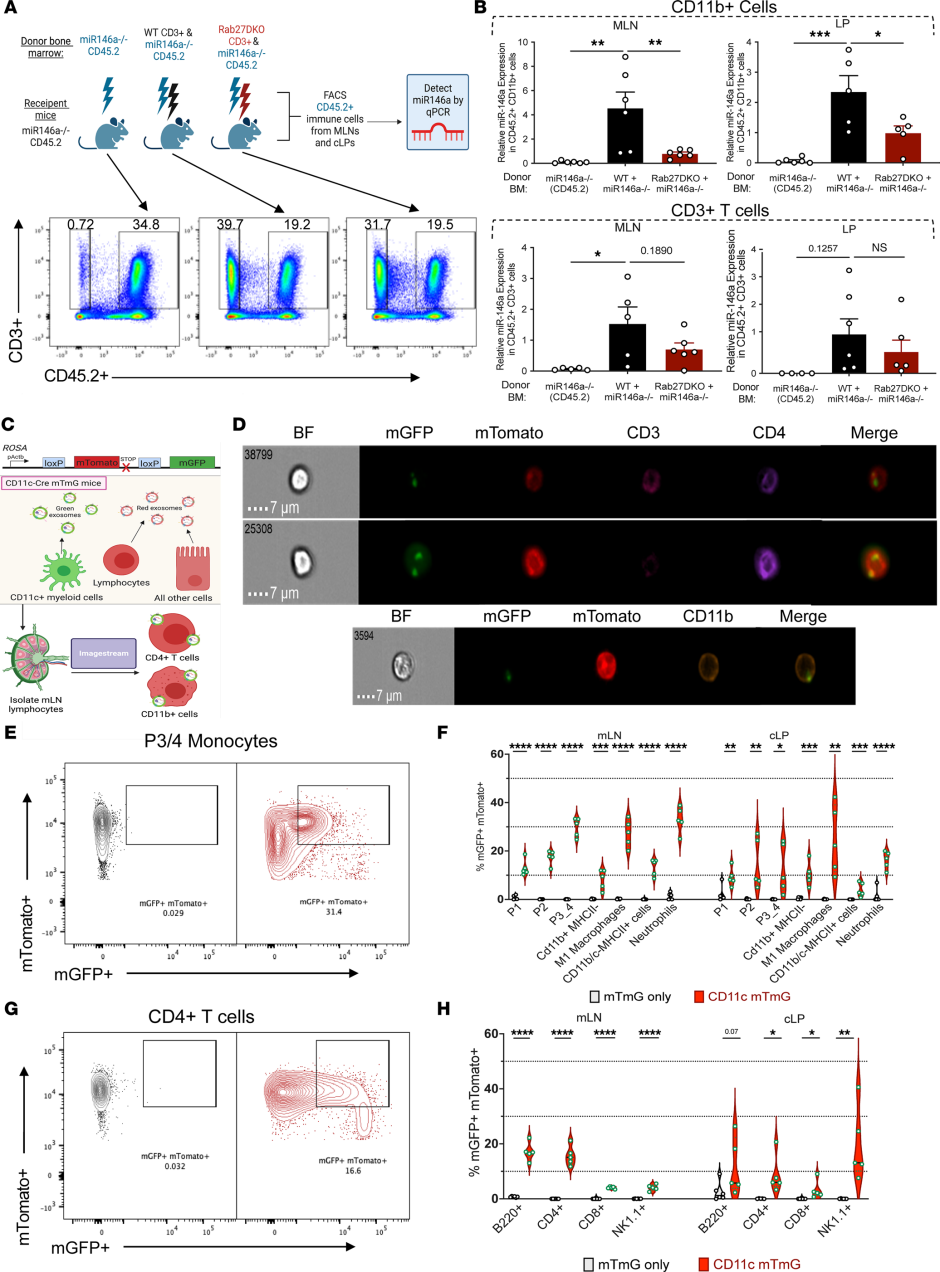
Rab27-dependent transfer of miR-146a to myeloid and T cells in vivo. (**A**) Schematic of BM chimera and representative flow plots of CD45.2^+^CD3^+^ sorted cells from the mLN. (**B**) miR-146a expression within sorted mLN and cLP CD11b^+^ cells, as well as mLN and cLP CD4^+^ T cells (*n =* 6). One-way ANOVA with Tukey’s multiple-comparison test comparing the column means. (**C**) Schematic of mTmG gut explant experiment with ImageStream technology. (**D**) Representative images of green puncta on mTomato^+^CD3^+^CD4^+^ cells from CD11c-Cre mTmG mLNs. Representative images of green puncta on mTomato^+^ CD11b^+^ cells from CD11c-Cre mTmG mLNs. (**E**) Representative flow cytometry plots of P3/4 monocytes from **F**. (**F**) Percentage of mGFP^+^mTomato^+^ myeloid populations within the mLNs and cLP. (**G**) Representative flow cytometry plots of CD4^+^ T cells from **H**. (**H**) Percentage of mGFP^+^mTomato^+^ lymphocyte populations within the mLNs and cLP. Unpaired 2-tailed *t* test for each cell type in **F** and **H**. *P < 0.05, **P < 0.005, ***P < 0.0005. See also Supplemental Figure 4.

**Figure 6:**
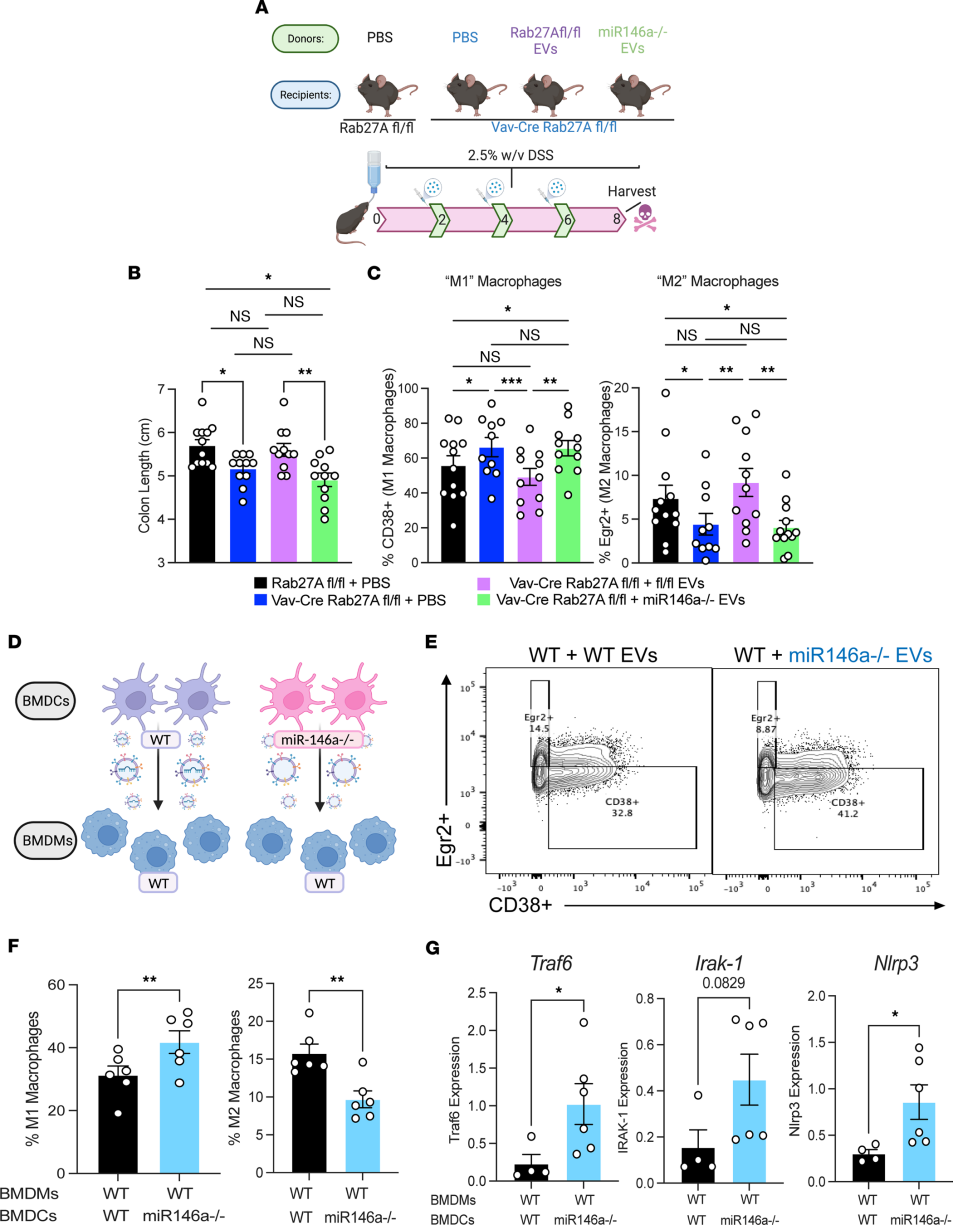
In vivo administration of miR-146a by CD11c^+^ myeloid cell–derived exosomes regulates macrophage skewing during colitis. (**A**) Schematic of exosome rescue experiment. (**B**) Colon length of floxed + PBS, Vav-Rab27A cKO + PBS, Vav-Rab27A cKO + WT EVs, and Vav-Rab27A cKO + miR146a^–/–^ EVs after a 7-day DSS course (*n* = 12). Data are representative of 2 independent experiments. (**C**) Percentage of CD38^+^ M1-like macrophages in groups from **B**. Percentage of Egr2^+^ M2-like macrophages in groups from **B** (*n =* 12). (**D**) Schematic of in vitro transfer of BMDC EVs to BMDMs. (**E**) Representative flow plots of CD38^+^ and Egr2^+^ macrophages quantified in **F**. (**F**) Percentage of CD38^+^ M1-like macrophages and Egr2^+^ M2-like macrophages. (**G**) qPCR analysis of BMDMs given either WT or miR146a^–/–^ BMDC EVs, looking at targets of miR-146a. Unpaired 2-tailed *t* test for bar graphs with 2 groups. Two-way ANOVA with Tukey’s multiple-comparison test comparing the column means for **B** and **C**. *P < 0.05, **P < 0.005, ***P < 0.0005.

**Figure 7:**
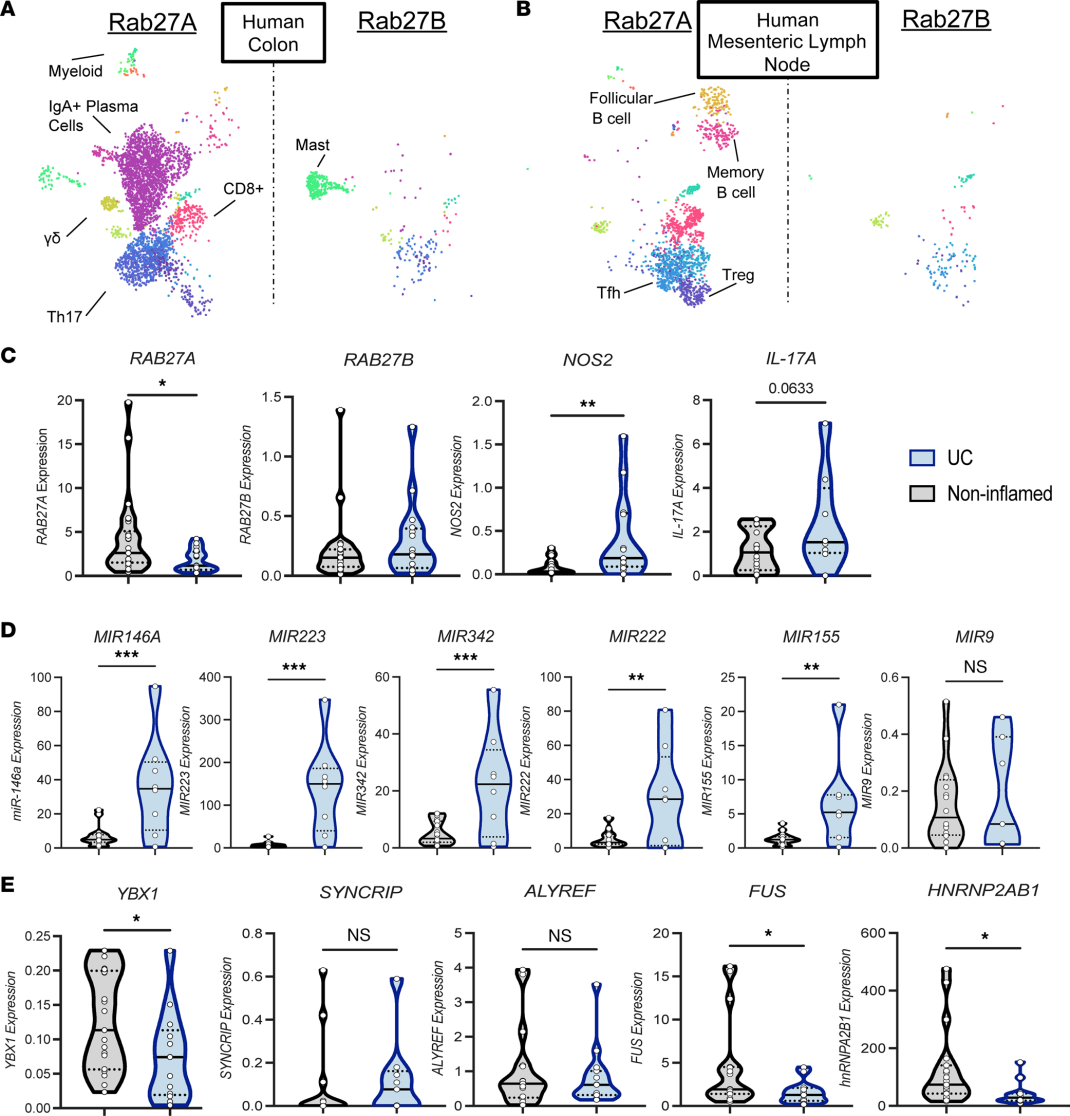
Dysregulation of RAB27A, inflammatory genes, and miRNA signatures in patients with UC. (**A**) Analysis of *RAB27A* and *RAB27B* expression in human baseline colon samples from the Gut Cell Atlas wherein a dot represents detection of transcript (7). Clusters as previously annotated. (**B**) Analysis of *RAB27A* and *RAB27B* expression in human baseline mLN samples from the Gut Cell Atlas (7). (**C**) qPCR analysis of *RAB27A*, *RAB27B*, *IL-17A,* and nitric oxide synthase 2 (*NOS2*) in non-IBD (*n =* 27) and UC patient (*n =* 17) colonic samples. (**D**) miRNA qPCR analysis of miR-146a, miR223, miR-342, miR-222, miR-155, and miR-9 in **C**. (**E**) qPCR analysis of *YBX1,* *HNRNP2AB1*, *FUS, ALYREF,* and *SYNCRIP* in **C**. Quartiles marked with dashed lines. Unpaired 2-tailed *t* test for all violin plots. *P < 0.05, **P < 0.005, ***P < 0.0005. See also Supplemental Figure 5.

**Table 1:**
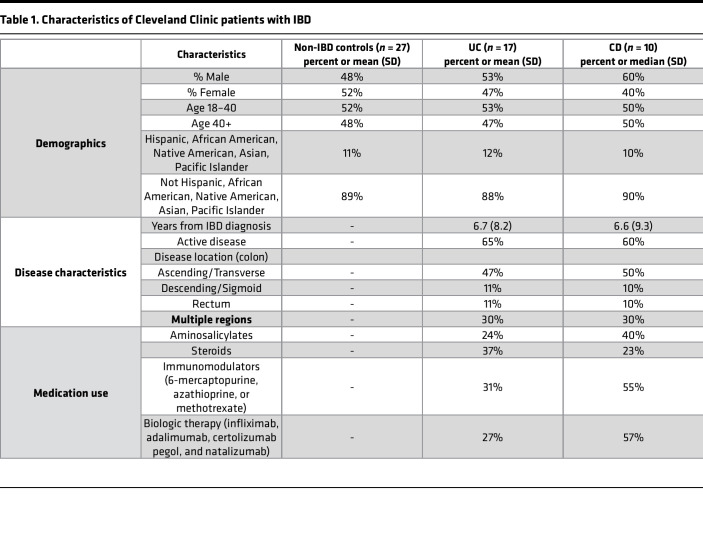
Characteristics of Cleveland Clinic patients with IBD

**Table 2:**
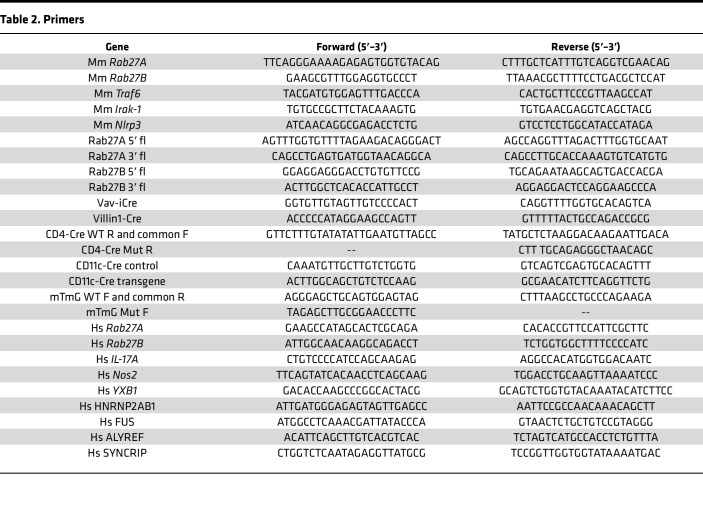
Primers

# Supplementary material for: CD11c+ myeloid cell exosomes reduce intestinal inflammation during colitis
**Source:** JCI Insight. 2022 Oct 10;7(19):e159469. doi: 10.1172/jci.insight.159469
**Supplement:** Supplemental data

## Supplementary Materials

### Methods

Fig. S1. Generation of novel Rab27A and Rab27B floxed mouse animals

Fig. S2. Baseline Vav-Rab27A cKO immune cell populations and confirmation of various cKOs

Fig. S3. Baseline CD11c-Rab27A cKO immune cell populations and confirmation of cKOs

Fig. S4. In vivo transfer of miR-146a by BMDC EVs regulates macrophage skewing

Fig. S5. Human CD patients have dysregulated transcription of key exosome loading machinery, cargo and secretion proteins

## Supplemental Materials

### Methods

#### Genotyping:

DNA was isolated from mouse ear punches using the ThermoFisher Red Extract System. The following PCR programs were run for indicated genes: *Rab27A fl*: 94°C for 5:00; 30 cycles of 94°C 0:30, 62°C for 0:30, 72°C for 1:00; 72°C 10:00, 4°C hold. *Rab27B fl*: 94°C for 5:00; 35 cycles of 94°C 0:30, 62°C for 0:30, 72°C for 1:00; 72°C 10:00, 4°C hold. *Villin1-Cre*: 95°C for 2:00; 40 cycles of 95°C 0:20, 58°C for 0:20, 72°C for 0:45; 72°C 2:00, 4°C hold. *CD4-Cre*: 95°C for 5:00; 30 cycles of 95°C 1:00, 56°C for 1:30, 72°C for 2:00; 72°C 8:00, 4°C hold. *Vav-iCre*: 94°C for 5:00; 40 cycles of 94°C 0:20, 64°C for 0:20, 72°C for 0:45; 72°C for 5:00, 4°C hold. *CD11c-Cre*: 95°C, 5:00; 10 cycles of 94°C 20 sec, 60°C for 0:15 (-0.5°C / cycle), 68°C for 0:10; 94°C 0:15, 55°C 0:15, 72°C 0:10; 72°C 2:00, 4°C hold. *mTmG fl*: 95°C, 5:00; 10 cycles of 94°C 0:20, 65°C for 0:15 (-0.5°C / cycle), 68°C for 0:10; 94°C 0:15, 60°C 0:15, 72°C 0:10; 72°C 2:00, 4°C hold. PCR products were visualized using 2% gel electrophoresis.

#### Fecal LCN2

For fecal LCN2 isolation, feces were weighed in a pre-weighed eppie tube. For every 10 mg of feces, 10 ul of 1X HBSS with Ca, Mg was added. The fecal pellet was then mashed with a 1000 ul pipette tip. This was vortexed and spun down at 60 x g for 5 minutes. The supernatant was transferred to a new tube and spun at 8000 x g for 5 minutes and supernatant containing free LCN2 was saved.

## Immunoblotting

Cellular pellets were resuspended in 100  $\mu$ l of fresh protein lysis buffer (1X RIPA and 1% protease inhibitor) and sonicated with the following program: 20 seconds on, 30 seconds off, for 5 cycles. Tubes were spun at 21,000  $\times$  g for 3 minutes at 4C and supernatant was retained. Protein concentration was measured (Pierce BCA Protein Assay Kit). Sonicated proteins were separated via SDS-PAGE and transferred to a 0.45  $\mu$ M nitrocellulose membrane O/N at 4 C. After blocking in 1% BSA, antibody staining was performed with CD9 (Abcam EPR2949), CD63 (Santa Cruz Biotechnology, sc-15363), Rab27A (Cell Signaling Technology, D7Z9Q), Rab27B (Proteintech 13412-1-AP) and mouse  $\beta$ -Actin (Cell Signaling Technology, 3700S) antibodies. An HRP conjugated secondary antibody was detected with Amersham ECL reagent (GE) with a BioRad GelDoc and ImageLab 6.1 Software.

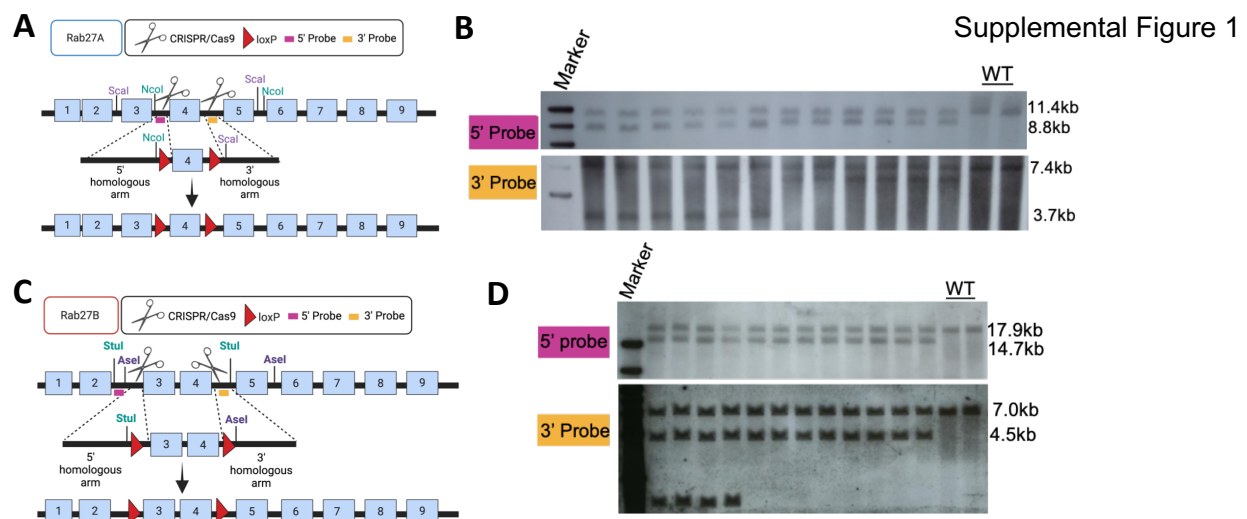

### **Supplemental Figure 1: Generation of novel *Rab27A* and *Rab27B* floxed mouse animals**

**A)** Schematic of loxP site insertion for *Rab27A* by CRISPR/Cas9 technology. **B)** Southern blot for 5' and 3' probe to select founder mice of floxed lines. **C)** Schematic of loxP site insertion for *Rab27B*. **D)** Southern blot for 5' and 3' probe to select founder mice of floxed lines.

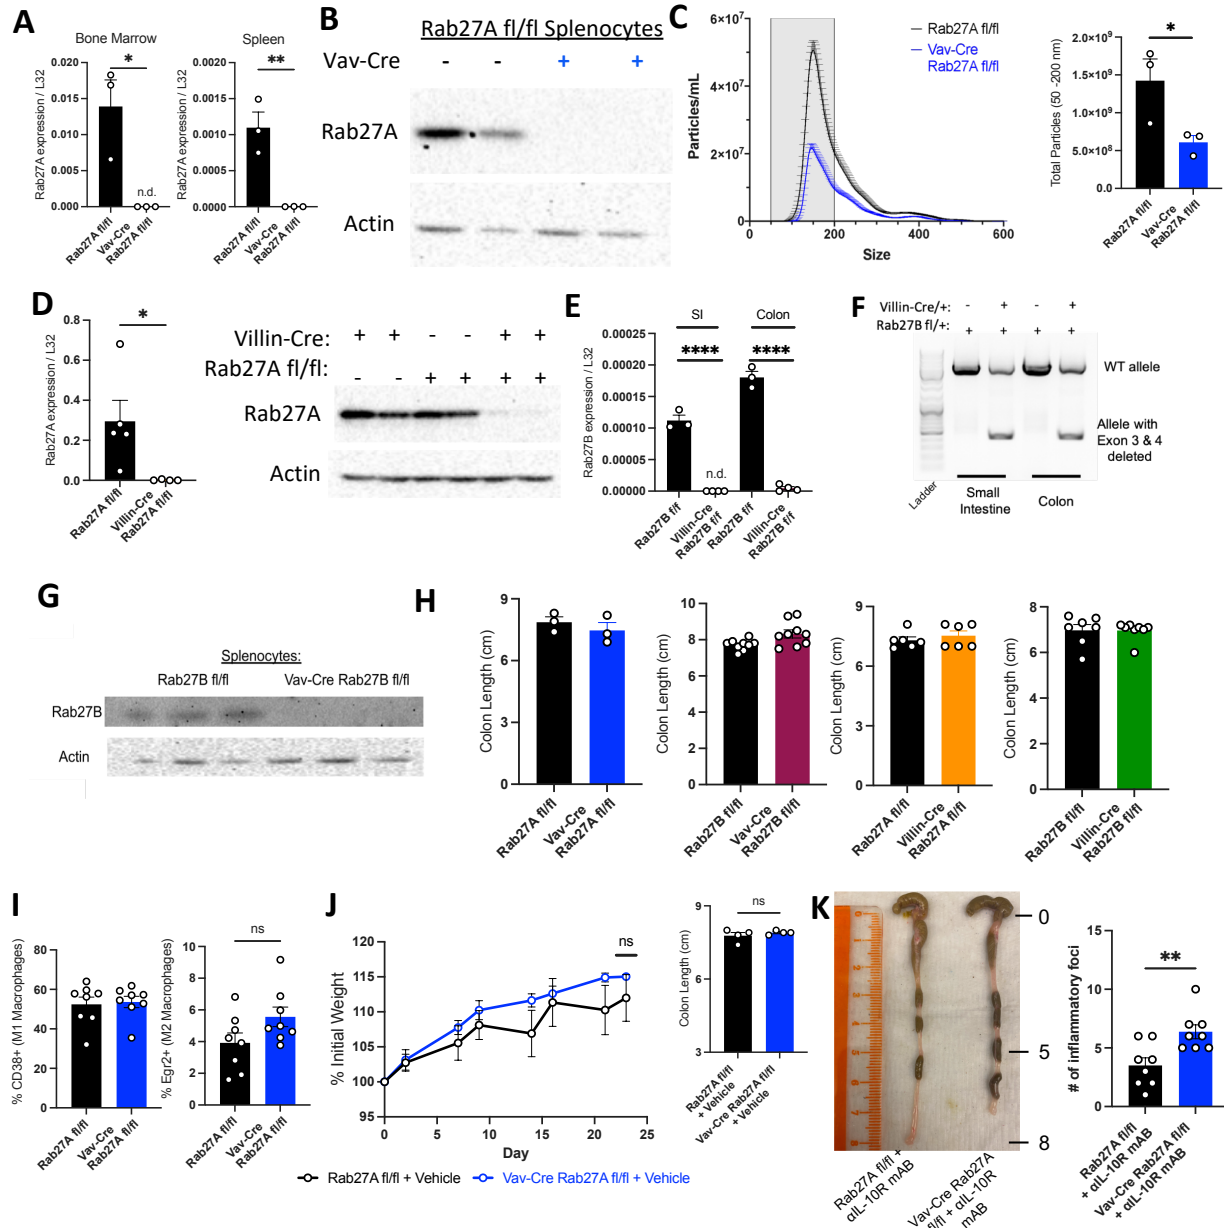

**Supplemental Figure 2: Baseline Vav-Rab27A cKO immune cell populations and confirmation of various cKOs**

**A)** *Rab27A* expression in BM cells and splenocytes of WT and KO animals (n=3). **B)** IB of *Rab27A* and Actin within baseline splenocytes of WT and Vav-iCre *Rab27A* fl/fl mice. **C)** NTA of vesicles isolated from WT and Vav-Rab27A cKO BMDCs. Exosome sized (50-200 nm) particle quantification from NTA (n=3). **D)** *Rab27A* expression in IECs from floxed and Villin-Rab27A cKO mice and IB for *Rab27A* and Actin in Villin-Cre only, floxed and Villin-Rab27A cKO IECs (n=4). **E)** *Rab27B* expression in IECs of the SI and colon of WT and Villin-Rab27B

cKO mice (n=3). **F)** PCR analysis of new floxed allele with exons 3 & 4 deleted in the presence of Villin-Cre in SI and colon IECs. **G)** IB of Rab27B and Actin in floxed and Vav-Rab27B cKO splenocytes (n=3). **H)** Baseline colon lengths of all cKO lines in Figure 2. **I)** % of M1 and M2-like macrophages in the cLP of baseline WT and Vav-Rab27A cKO animals. **J)** Weight and colon length of control mice from Figure 2Q given only vehicle. **K)** Representative colon images and length from Figure 2Q and quantification of inflammatory aggregates. Unpaired two-tailed t test for all bar graphs.

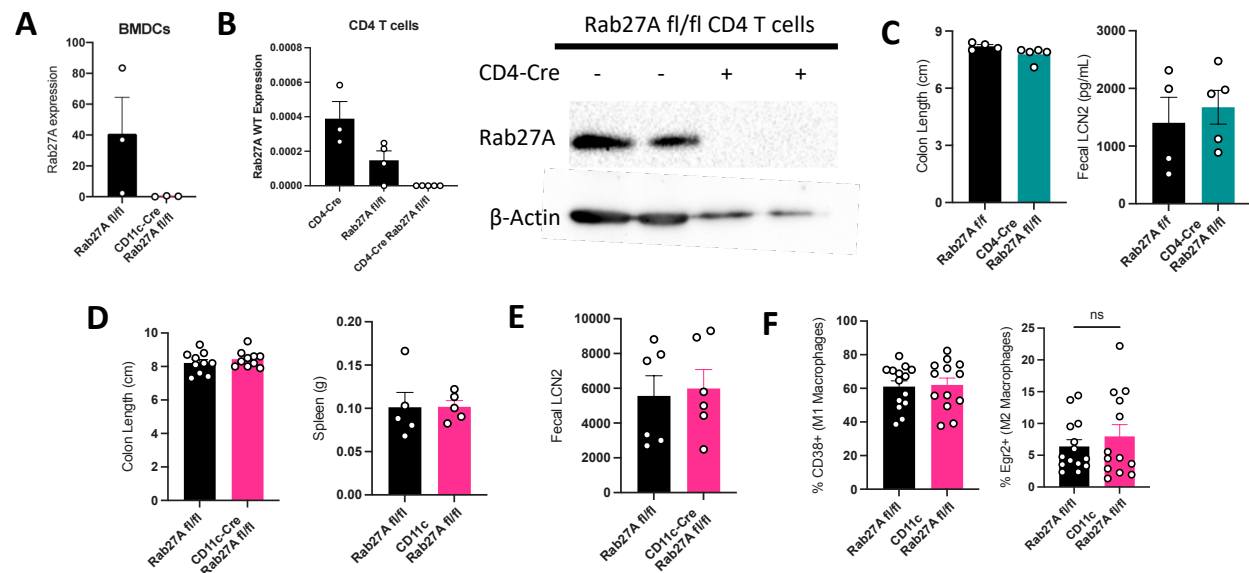

### Supplemental Figure 3: Baseline CD11c-Rab27A cKO immune cell populations and confirmation of cKOs

**A)** *Rab27A* expression in BMDCs from WT and CD11c-Rab27A cKO mice. **B)** *Rab27A* expression in column sorted CD4 T cells from CD4-Cre, floxed and CD4-Cre Rab27A fl/fl animals (n= 3-5). IB of Rab27A and Actin in sorted CD4+ T cells from floxed or CD4-Rab27A cKO animals. **C)** Baseline colon length and fecal LCN2 levels from WT and CD4-Rab27A cKO. **D)** Baseline colon length and spleen weight of WT and CD11c-Rab27A cKO mice. **E)** Baseline fecal LCN2 of WT and CD11c-Rab27A cKO animals. **F)** Baseline percentage of CD38+ M1-like macrophages and Egr2+ M2-like macrophages in floxed and CD11c-Rab27A cKO mLNs.

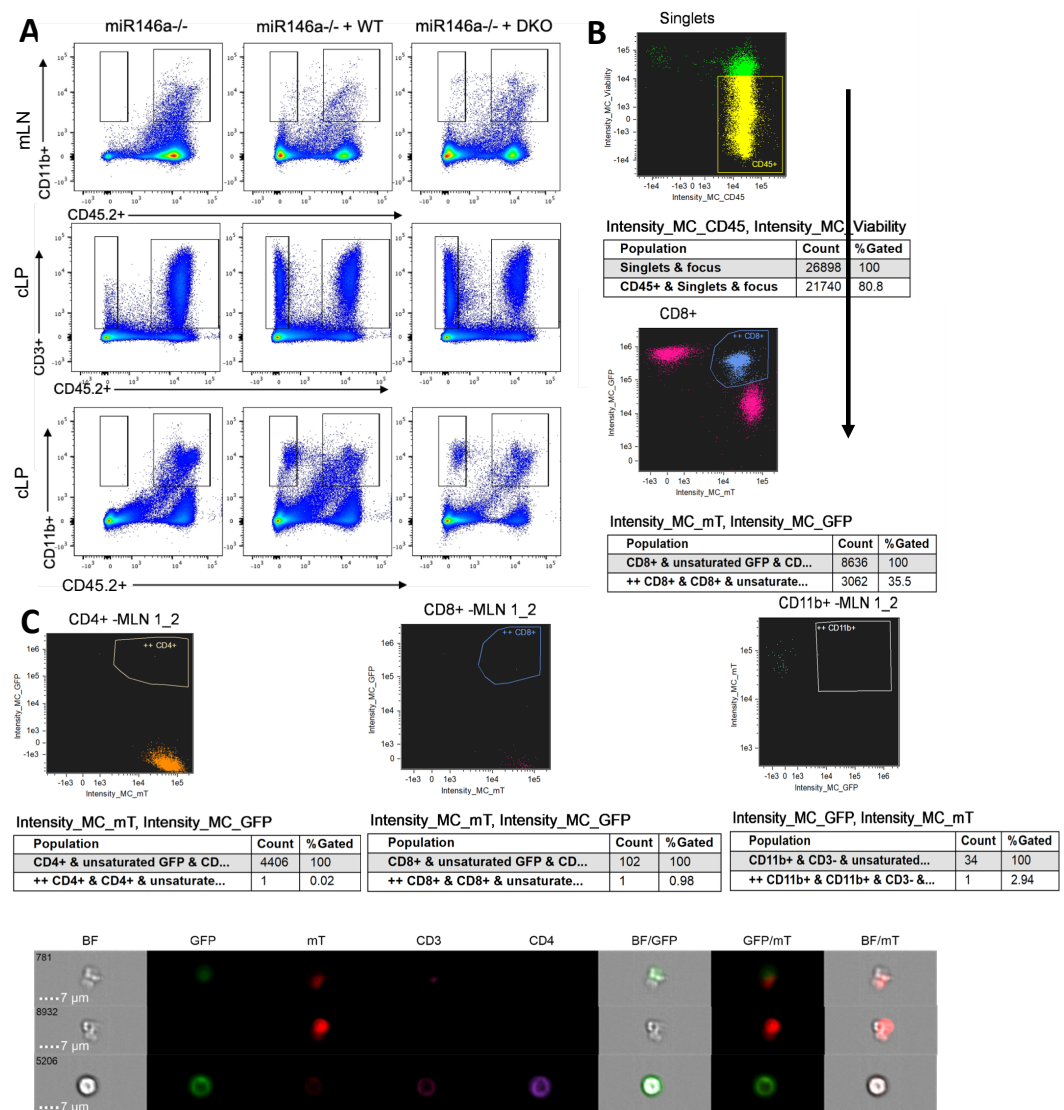

## Supplemental Figure 4: In vivo administration of miR-146a by BMDC EVs regulates macrophage skewing

**A)** Representative flow plots of sorted CD45.2+ cells from intestinal tissues. **B)** Gating strategy for Imagestream analysis, progressing from Singlets, selecting CD45+, Ghost Dye- and then gating on CD3+ CD4 or CD8+ and then mTomato+ and mGFP+. **C)** Representative plots of mTmG fl/fl animals as negative controls, any doublets are shown.

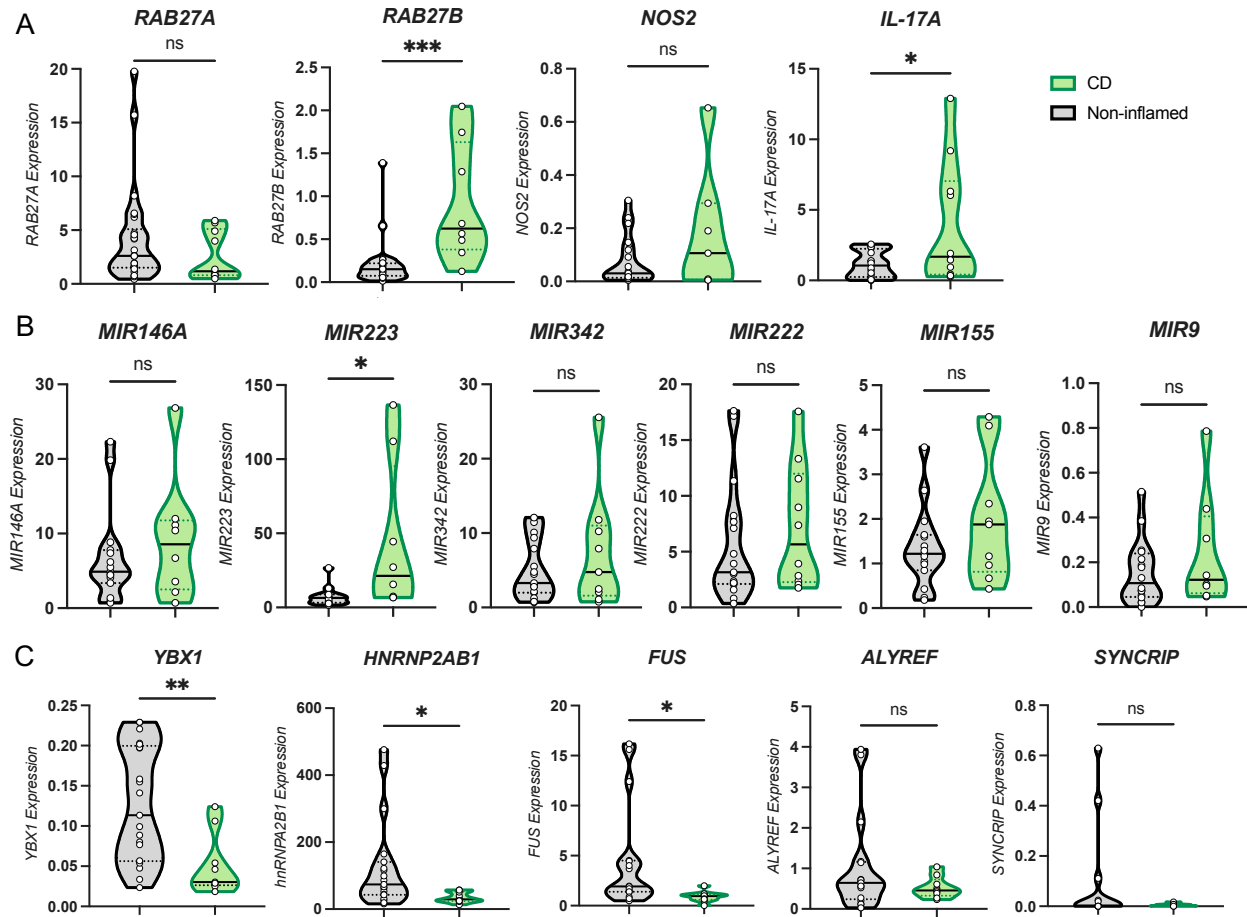

**Supplemental Figure 5: CD patients have dysregulated expression of key exosome loading machinery, cargo and secretion proteins**

**A)** qPCR of *RAB27A*, *RAB27B*, *IL-17A* and *NOS2* in non-IBD (n = 27) and CD patient (n = 10) colonic samples. **B)** miRNA qPCR of miR-146a, miR-223, miR-342, miR-222, miR-155 and miR-9 in A. **C)** qPCR of *YBX1*, *HNRNP2AB1*, *FUS*, *ALYREF* and *SYNCRIP* in A. Unpaired two-tailed t test of all violin plots.

How the deposited data were processed for this re-analysis (not part of the article)

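Small RNA libraries of mouse EVs were analysed, 3 from colon explants and 3 from BMDCs. Which library belongs to which source and replicate was taken from the sample labels, and the columns of the table were matched to libraries by the names in those labels, with 0 columns left unmatched. The authors deposited estimated counts per mature miRNA that are not normalized and need not be whole numbers. The paper names an earlier study and a core facility for the sequencing and its analysis, and its text does not name the aligner, the genome build, the miRNA annotation or the handling of the kit's molecular identifiers. The counting of reads that match more than 1 miRNA was done by the authors before deposit, so miRNAs of similar sequence are uncertain to the extent that their reads were divided. Without known use of molecular identifiers, reads are not taken as independent molecules, and floors given in counts cover counting error only.

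Counts were rounded to whole numbers. In R 4.3.3, the sources were compared with edgeR 4.0.16 by its quasi-likelihood test after TMM normalization, without a block, over the 220 miRNAs with at least 10 counts in at least 3 libraries, and p-values were adjusted by the Benjamini-Hochberg method. A positive log2 fold change means a higher level in BMDC EVs. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The paper's cutoffs, an adjusted p under 0.05 and a base level of at least 100, were applied with the base level read as the mean normalized count of the 6 libraries, and the lines at −2 and 2 in Figure 4H were read as log2 fold changes that part enriched from similar miRNAs. A miRNA was taken as detected in both sources when it had at least 10 counts in all 6 libraries. Replicates of the same source were compared by correlation and by a chi-square test of their counts before they were averaged, as a check for libraries entered in duplicate, and none were found. The total count per library was between 83997 and 645303, so that 3 counts in the smallest library correspond to 35.7 CPM.

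The miRNAs named in the text are those the paper's text or Figure 4H names from the sequencing and, in each direction, the 5 with the largest log2 fold change among those called enriched, a rule set before the data were examined. miRNAs named outside this rule in the closing section were chosen after their values were seen. The labels number the replicates of both sources 1, 2 and 3, and this is the only origin of a pairing. The fit with the replicate number as a block is given beside the fit without it.

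Hairpin positions are those of the GENCODE vM21 annotation of GRCm38, 1-based, matched to the table by miRNA name, and gene parts refer to the strand of the hairpin. Of the 1966 names, 1894 matched a hairpin and 72 did not, 2 of the unmatched being among the tested miRNAs. Hairpin sequences were set against other short RNAs of the annotation with BLAST+ 2.17.0. The arms of a hairpin were compared with edgeR's test for differential usage within a hairpin over the 37 hairpins with both arms tested.

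Alternatives set before the data were examined were DESeq2 1.42.0 and limma 3.58.1 with voom in place of edgeR, scaling by DESeq2's size factors, by the upper quartile and by library size alone, no count filter and edgeR's own filter, the replicate block, robust dispersion, other base levels, another adjusted p, another fold-change boundary, a group of similar miRNAs without an adjusted p, other minimums for detection and leaving out each library in turn. Alternatives added after the data were seen were counts that were not rounded, a base level scaled to the arithmetic mean, libraries thinned to 83980 counts in 10 draws, a count filter on 2 libraries in place of 3, alone and with each library left out, and DESeq2 with a group of similar miRNAs without an adjusted p.

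The test of fold changes was tested on simulated data in which 66 of 236 tested miRNAs were changed, all by the same size and in alternating directions. All 66 were recovered, 7 of the 170 unchanged miRNAs were called, and the median error of the log2 fold change was 0.26. Most simulated miRNAs were unchanged, while 169 of the 220 tested miRNAs of the data had an adjusted p under 0.05. The simulation therefore does not test the scaling when most miRNAs differ, nor small changes. The test of arm usage recovered 10 of 10 changed hairpins among 37, with 0 calls among the 27 unchanged. One arm of each was changed by that same size, which is larger than the differences between the arms of Mir423 and Mirlet7d in the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The qPCR, flow cytometry, chimera, colitis and patient experiments of the paper were not analysed here, nor were SI exosomes.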

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

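The tests of scaling, of depth, of single libraries and of other splits of the libraries in this part were chosen after the result they bear on was seen, and those of GC content, of introns and of values that are not whole were chosen before.

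The paper's base level leaves out miRNAs that differed strongly between the sources. With a base level under 100, 65 miRNAs had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a log2 fold change over 2 in either direction, 41 of them higher in BMDC EVs and 24 higher in colon EVs. Their base level was between 6.86 and 84.4. Of the 65 miRNAs, 11 had at most 3 counts in each colon EV library and 10 had at most 3 counts in each BMDC EV library, which is at or under the floor, so that no size of change is given for single miRNAs among them. A neighbouring pair on chromosome X that was higher in BMDC EVs is an example chosen after its values were seen, with log2 fold changes of 3.42 for miR-322-5p and 4.21 for miR-351-5p. The paper does not report these miRNAs.

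Scaling does not account for most of these changes, since 57 of the 65 miRNAs stayed past the adjusted p and the boundary under each of DESeq2, DESeq2's size factors in edgeR, the upper quartile and library size alone. With all libraries thinned to the total of the smallest, a median of 44.5 of the 65 were kept (42 to 48 over 10 draws). Thinning also lowers the power to call rare miRNAs, so the lost calls do not show that depth produced them. With each library left out in turn and the count filter set to 2 libraries, the adjusted p was kept in all 6 fits for 65 miRNAs and the boundary as well for 55. The hairpins of the miRNAs higher in BMDC EVs had a median GC content of 55.0% (40 miRNAs) against 50.8% (24 miRNAs) for those higher in colon EVs, a difference of 4.16 percentage points (two-sided permutation test with 100000 resamples, p = 0.0441). After the relation with GC content was removed, 57 of the 64 miRNAs with a known hairpin stayed past the boundary. The relation was fitted over all tested miRNAs, where Spearman's rho was 0.150, against 0.344 among those with a base level under 100. It may therefore have been removed only in part. GC content may add to these differences, and how much of them it explains is not settled. Fragments of introns as a source were tested by position: 16 of 40 hairpins of miRNAs higher in BMDC EVs and 11 of 24 of those higher in colon EVs lay in introns (two-sided Fisher's exact test, p = 0.794). This bears on a difference between the directions, and fragments of introns in both directions were not tested. Hairpins between annotated genes of their strand, such as that of miR-351-5p, leave no annotated intron as a source. A hairpin was placed in an exon when an exon of any transcript of its gene covered it. Such a hairpin, as that of miR-205-5p, can lie in an intron of another transcript, and the intron counts above leave such cases out. Values that are not whole were present in at least 1 library for 55 of the 65 miRNAs. For 13 of them this was 1 library, and all 13 stayed past the adjusted p and the boundary in the fit without that library, with the count filter on 2 libraries. For the 42 with such values in more libraries, reads divided between similar miRNAs cannot be told apart from changes of the miRNAs themselves. The other 10, miR-351-5p among them, had whole values in every library. Of the 10 splits of the 6 libraries, 4 part all libraries that share a replicate number, and 1 of these 4, the real one, gave as many miRNAs. The other splits gave 0 such miRNAs and 0 miRNAs with an adjusted p under 0.05, with 0 to 1 at an unadjusted p under 0.05, but 4 splits cannot give a share under 0.25, nor all 10 a share under 0.1. Each other split also mixes both sources in each group, so the difference between the sources widens the spread within groups. Their lack of calls is thus no measure of calls by chance. A difference in miRNA content between the EVs of the colon and those of BMDCs remains as a hypothesis. It cannot be told apart from the gradient that the labels give to colon EVs alone or from the medium, and a GC bias of the libraries also remains possible. For miRNAs whose hairpins lie in introns, in an exon or at its edge, or were not placed, fragments of introns also remain possible. For the 42 miRNAs with values that are not whole in more than 1 library, divided reads remain possible as well. The hairpins of miR-6516-5p and of both arms of Mir1843a and Mir1843b match small Cajal body RNAs. These miRNAs, named after their values were seen, were all higher in colon EVs, and their counts could come from fragments of those RNAs.

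The arms of a hairpin mostly changed together, with a Pearson's r of 0.891 and a Spearman's rho of 0.887 between the log2 fold changes of the 2 arms across 37 hairpins, which are not independent replicates. In 7 hairpins the arms changed differently (adjusted p under 0.05 from edgeR's test for differential usage with Benjamini-Hochberg adjustment), and 12 had an unadjusted p under 0.05. The paper does not compare arms, and the 7 hairpins are named after their values were seen: Mir101b, Mir345, Mir25, Mir23a, Mir423, Mirlet7d and Mir29c. The arms of Mir423 were abundant, and the 5p arm held 90.7% ± 1.86 (SD, n = 3) of the hairpin's counts in colon EVs and 80.0% ± 1.97 (SD, n = 3) in BMDC EVs (adjusted p = 0.000851 from the same edgeR test with Benjamini-Hochberg adjustment). For Mirlet7d, a hairpin the paper assays, the share of the 5p arm was 87.2% ± 2.20 (SD, n = 3) in colon EVs and 78.0% ± 5.31 (SD, n = 3) in BMDC EVs (adjusted p = 0.0315 from the same edgeR test with Benjamini-Hochberg adjustment). miR-101b-5p had 0 counts in each colon EV library and 20, 15 and 22 counts in BMDC EV replicates 1, 2 and 3, while miR-101b-3p had a log2 fold change of 0.39 (adjusted p = 0.246 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

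Of the 7 hairpins, a median of 3 (2 to 4 over 10 draws) were kept when all libraries were thinned to the total of the smallest, a loss that the lower power of thinned libraries can also give. With each library left out in turn and the count filter on 2 libraries, 5 of the 7 were kept in all 6 fits, without Mirlet7d and Mir29c. All 7 had an arm with values that are not whole, so reads divided between similar miRNAs cannot be told apart from a change in arm usage. Of the 4 splits that part the libraries with the same replicate number, 1, the real one, gave as many hairpins, and the other splits gave 0. The other splits mix both sources in each group, so their lack of calls is no measure of calls by chance. That the sources differ in arm usage is thus a hypothesis that may rest on divided reads.

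By its labels, read by eye, Figure 4C does not draw 3 miRNAs that passed both cutoffs here, all of them enriched in BMDC EVs and named after their values were seen. miR-132-3p had a log2 fold change of 4.38 and a base level of 102, miR-674-3p had 2.96 and 104, and miR-532-5p had 2.00 and 128. DESeq2 did not move them alike. With DESeq2 the base level was 90.2 for miR-132-3p and 94.3 for miR-674-3p, which is under the base level cutoff. miR-532-5p had a log2 fold change of 1.69 with DESeq2, which would place it among the similar miRNAs. Its base level with DESeq2 was 118, and it still passed both cutoffs. DESeq2 therefore does not account for the absence of miR-532-5p from Figure 4C. No biological explanation was tested for these 3 miRNAs.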

How the results depend on the processing

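The counts of miRNAs kept within 1.5 times their value in 128 of 133 recomputations of 6 results. DESeq2 gave 32 miRNAs enriched in colon EVs, 20 enriched in BMDC EVs and 36 similar, limma with voom gave 29, 24 and 32, DESeq2's size factors in edgeR gave 31, 22 and 33, the upper quartile gave 28, 26 and 30, library size alone gave 27, 29 and 27, no count filter gave 34, 20 and 30, edgeR's own filter gave 31, 22 and 30 and robust dispersion gave 29, 25 and 30. With the replicate number as a block, 83 miRNAs were past both cutoffs, against 85 without it, and the enriched groups held the same 29 and 25 miRNAs. The 5 counts outside that range came from other definitions. A base level of 100 in each source gave 10 miRNAs enriched in colon EVs, 10 enriched in BMDC EVs and 46 past both cutoffs, a boundary of 1 gave 10 similar miRNAs, and at least 1 count in every library gave 235 miRNAs detected in both sources, against 186 with at least 10 CPM. The cause of these changes was not tested. The alternative that would use other RNA than miRNAs was not run, because the table lists miRNAs alone.

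Another scaling moved the log2 fold changes of all miRNAs together. Against TMM, their median moved by −0.32 with DESeq2, −0.13 with its size factors in edgeR, 0.23 with the upper quartile, 0.47 with library size alone, −0.52 without a count filter and −0.17 with edgeR's own filter. The miRNAs with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment numbered 89 higher in BMDC EVs and 80 higher in colon EVs with TMM, 105 and 70 with library size alone, 97 and 75 with the upper quartile and 85 and 86 with DESeq2's size factors. Of the enriched miRNAs, 46.3% were enriched in BMDC EVs with TMM, 38.5% with DESeq2, 37.0% without a count filter and 51.8% with library size alone.

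Across the 6 fits that each left out one library, between 25 and 29 miRNAs were enriched in colon EVs, between 20 and 30 in BMDC EVs, between 23 and 36 were similar, between 76 and 86 were past both cutoffs and between 130 and 140 were detected in both sources. Of the 169 miRNAs with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 27 lost it in at least 1 of these fits, 54 fell under the count filter in at least 1, and 0 changed sign. Of the 85 past both cutoffs, 13 lost the adjusted p, all of them similar miRNAs, and 3 fell under the count filter (miR-141-5p, miR-200b-5p and miR-375-3p). Leaving out a colon EV library moved the median log2 fold change by −0.31 to −0.26, and leaving out a BMDC EV library moved it by 0.40 to 0.45. With a count filter on 2 libraries in place of 3, these shifts were −0.15 to −0.08 and −0.07 to 0.01, so the shift depends in part on the count filter, and its remaining part was not tested for a cause.

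For the 17 named miRNAs, 342 of 351 recomputed log2 fold changes kept their direction and their side of the adjusted p of 0.05. The other 9 were all of let-7d-5p: 5 passed the adjusted p in the same direction, as with DESeq2, and 4 reversed. The reversed values were 0.12 with library size alone and those of the fits without a BMDC EV library, and over the fits that each left out one library the log2 fold change was between −0.64 and 0.20. With the count filter on 2 libraries it was between −0.51 and −0.31 over those fits. The adjusted p of let-7d-5p was between 0.00520 and 0.972 over its alternatives.

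The smallest total was that of BMDC EV replicate 2, with 83997 counts. With all libraries thinned to the total of the smallest, a median of 27 miRNAs were enriched in colon EVs, 28 in BMDC EVs and 28 were similar. The 10 splits of the 6 libraries hold 4 that part all libraries with the same replicate number, while the other 6 keep libraries of the same number together in each group. Of these 4 splits, 1, the real one, gave as many miRNAs past both cutoffs, as many enriched in either source and as many similar miRNAs. The others gave 0 past both cutoffs, with 0 to 1 miRNAs at an unadjusted p under 0.05, but with so few splits the share cannot fall under 0.25. They also mix both sources in each group, so their lack of calls is no measure of calls by chance.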

Differences from the paper's values

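The log2 fold change of miR-146a-5p was 3.68, against the paper's value of about 3.3 in Fig. 4H, read by eye, and that of miR-223-3p was 4.97, against the paper's value of about 4.6 in Fig. 4H, read by eye. Of the alternatives set before the data were examined, DESeq2 (3.36 and 4.62), DESeq2's size factors in edgeR (3.54 and 4.81), no count filter (3.20 and 4.52), edgeR's own filter (3.55 and 4.86), and the fits without colon replicate 1 (3.26 and 4.40) and without colon replicate 2 (3.32 and 4.81) came within 1 standard error of both. limma with voom, the upper quartile, library size alone, the replicate block, robust dispersion and the fits without colon replicate 3 or without any of the BMDC replicates did not. Fits that left out a library with a count filter on 2 libraries, chosen after the values were seen, gave 3.46 to 3.82 and 4.62 to 5.09, and 4.62 for miR-223-3p was reached without colon replicate 1. The axis of Fig. 4H was read as a log2 scale.

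The numbers of miRNAs were within 1.5 times the paper's, with 29 against the paper's 32 enriched in colon EVs, 25 against the paper's 20 enriched in BMDC EVs and 31 against the paper's 43 equivalent in both. DESeq2 gave 32 enriched in colon EVs and 20 enriched in BMDC EVs, as in the paper, with 36 similar. A count of 20 in BMDC EVs was also reached without a count filter and without colon replicate 1. A count of 32 in colon EVs was also reached without BMDC replicate 2 and with a count filter on 2 libraries, a setting chosen after the values were seen. The 31 similar miRNAs all passed the adjusted p, while by the labels of Figure 4C 13 of the paper's equivalent miRNAs did not reach it here. With the adjusted p left out for similar miRNAs, 46 were similar.

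The labels of Figure 4C were read by eye from the picture, and its row labels may be shifted. Of the 95 miRNAs drawn in Figure 4C, 77 fell in the same group here, 87 with DESeq2 and 90 with the adjusted p left out for similar miRNAs. With DESeq2 and the adjusted p left out, a setting chosen after the values were seen, all 95 fell in the group the figure draws them in, and 46 miRNAs were similar. The miRNAs that differ are named after their values were seen. The figure draws miR-26a-5p, miR-30e-5p and miR-10a-5p among the miRNAs enriched in colon EVs, and their log2 fold changes here were −1.76, −1.97 and −1.98, which places them among the similar miRNAs. It draws miR-744-5p and miR-221-3p among the equivalent miRNAs, and their log2 fold changes here were 2.21 and 2.02. A further 13 miRNAs of that group, let-7d-5p among them, did not reach the adjusted p here. With DESeq2, 8 miRNAs of that group did not reach it, let-7d-3p and miR-361-5p among them, and let-7d-5p did. The heatmap of Figure 4C draws the row labelled miR-149-5p at a higher level than the row labelled miR-342-3p, and here their base levels were 144 and 2330. It draws the row labelled miR-223-5p lowest of the BMDC group, and here its base level was 331, above that of miR-222-3p, which was 125.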

Other observations

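The tests of neighbouring hairpins and of small nucleolar RNA were chosen after these results were seen, and the test of GC content across all miRNAs was chosen before.

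Across 218 tested miRNAs with a known hairpin, which are not independent replicates, the log2 fold change between BMDC EVs and colon EVs rose weakly with the GC content of the hairpin, with a Spearman's rho of 0.150 (permutation test with 10000 permutations, p = 0.0282, Benjamini-Hochberg adjusted p = 0.0423 over the 3 sets tested) and a Pearson's r of 0.107 (permutation p = 0.118, adjusted p = 0.176). The relation was present among the 119 miRNAs with a base level under 100, with a rho of 0.344 (permutation p = 0.0002, adjusted p = 0.0006) and a Pearson's r of 0.320 (permutation p = 0.0007, adjusted p = 0.0021). Among the 99 with a higher base level, rho was −0.0599 (permutation p = 0.551, adjusted p = 0.551) and Pearson's r was −0.116 (permutation p = 0.255, adjusted p = 0.255). Whether the relation differs between the sets was not tested. A GC bias of the libraries may therefore add to the differences of rare miRNAs, and GC content of the preparations' own miRNAs cannot be told apart from it.

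Hairpins that lie near each other changed alike. Among 157 hairpins, 26 pairs shared 1 of 16 clusters, in which each hairpin lies within 10 kb of the next on the same strand, and the mean absolute difference of their log2 fold changes was 0.792, against a median of 3.70 with the fold changes shuffled among hairpins (p = 0.0001, the smallest that 10000 permutations give). Reads that match neighbours exactly over 14 bases are not the source of this, since 0 of the 26 pairs share such a stretch. Matches with mismatches were not tested and the aligner is not known, so reads divided between similar neighbours are not excluded. A candidate explanation is that neighbouring hairpins are made from the same transcript and reach the EVs in like proportions, a hypothesis found and tested on the same data. The clusters include Mir182, Mir183 and Mir96, with log2 fold changes of −4.55, −4.55 and −5.71, and Mir322 and Mir351, with 3.42 and 4.21, named after their values were seen.

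miR-5121, chosen after its values were seen, was number 6 in abundance among tested miRNAs in BMDC EVs, with 9018 ± 2835 normalized counts (SD, n = 3) against 1463 ± 381 (SD, n = 3) in colon EVs, a log2 fold change of 2.63 (standard error 0.287, adjusted p = 1.65e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its hairpin on chromosome 7 of GRCm38 from 45126918 to 45126991 lies in an exon of Rpl13a, and hairpin bases 45 to 74, 30 of 74, are identical to the small nucleolar RNA Snord33. Its counts could therefore come from fragments of that RNA. Of the other 10 tested miRNAs whose hairpins match a small nucleolar or Cajal body RNA, 2 had a positive log2 fold change, miR-677-5p with 0.08 (adjusted p = 0.899) and miR-1291 with 0.59 (adjusted p = 0.263 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), named after their values were seen, and neither passed the test. The lowest log2 fold change among the 10 was −4.33. This leaves open what the counts of miR-5121 are.

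In each colon EV library, miR-155-5p had more counts than miR-146a-5p, with 850 against 361 in replicate 1, 737 against 148 in replicate 2 and 703 against 188 in replicate 3. The paper's qPCR of colon EVs in Figure 4E, another assay, draws miR-155 lower than miR-146a.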
